# Sphingosine d18:1 promotes nonalcoholic steatohepatitis by inhibiting macrophage HIF-2α

**DOI:** 10.1038/s41467-024-48954-2

**Published:** 2024-06-04

**Authors:** Jialin Xia, Hong Chen, Xiaoxiao Wang, Weixuan Chen, Jun Lin, Feng Xu, Qixing Nie, Chuan Ye, Bitao Zhong, Min Zhao, Chuyu Yun, Guangyi Zeng, Yuejian Mao, Yongping Wen, Xuguang Zhang, Sen Yan, Xuemei Wang, Lulu Sun, Feng Liu, Chao Zhong, Pengyan Xia, Changtao Jiang, Huiying Rao, Yanli Pang

**Keywords:** Non-alcoholic steatohepatitis, Hepatocytes, Non-alcoholic fatty liver disease, Inflammation

## Abstract

Non-alcoholic steatohepatitis (NASH) is a severe type of the non-alcoholic fatty liver disease (NAFLD). NASH is a growing global health concern due to its increasing morbidity, lack of well-defined biomarkers and lack of clinically effective treatments. Using metabolomic analysis, the most significantly changed active lipid sphingosine d18:1 [So(d18:1)] is selected from NASH patients. So(d18:1) inhibits macrophage HIF-2α as a direct inhibitor and promotes the inflammatory factors secretion. Male macrophage-specific HIF-2α knockout and overexpression mice verified the protective effect of HIF-2α on NASH progression. Importantly, the HIF-2α stabilizer FG-4592 alleviates liver inflammation and fibrosis in NASH, which indicated that macrophage HIF-2α is a potential drug target for NASH treatment. Overall, this study confirms that So(d18:1) promotes NASH and clarifies that So(d18:1) inhibits the transcriptional activity of HIF-2α in liver macrophages by suppressing the interaction of HIF-2α with ARNT, suggesting that macrophage HIF-2α may be a potential target for the treatment of NASH.

## Abstract (web summary)

Non-alcoholic steatohepatitis has with few well-defined biomarkers or clinically effective treatments but is promoted by inflammation. Here, the authors find an active lipid [So(d18:1)] that is significantly changed in patients and promotes inflammation by directly inhibiting macrophage HIF-2α.

## Introduction

With lifestyle changes, nonalcoholic fatty liver disease (NAFLD) has become a major chronic disease in contemporary society^1^. NAFLD is a chronic metabolic disease characterized by excessive accumulation of fat in hepatocytes. NAFLD can be divided into simple fatty liver (NAFL) and nonalcoholic steatohepatitis (NASH)^2^. Chronic liver injury in NASH significantly increases the risk of end-stage liver diseases (such as cirrhosis and liver cancer). However, there is no effective drug for NASH in clinical practice^3^. Therefore, clarifying the key molecular mechanism of the occurrence and development of NASH will contribute to developing new strategies for anti-NASH treatment.

The classical theory of NASH pathogenesis is that NASH is caused by the excessive accumulation of lipids in hepatocytes. Then, extreme oxidative stress and inflammation further induce hepatocyte death and the development of inflammation and fibrosis^4^. Sphingolipids are lipids with high biological activity and are one of the main factors affecting the progression of NASH. Sphingolipids mainly include ceramide, sphingosine-1-phosphate (S1P), sphingomyelins, and sphingosine^5^. Previous studies have found changes in ceramide and S1P levels in NASH patients^6^. However, they both failed to act as sensitive biomarkers to guide disease diagnosis in NASH because of their widespread variation in many early-stage NAFLD patients. Sphingosine has not only been found to vary in NAFL^7,8^ but has even been found to be useful as a biomarker to predict cirrhosis^9^.

Here, we found that So(d18:1) increases significantly in patients with NASH by metabolomics profiling analysis. So(d18:1) promotes liver inflammation and fibrosis in the NASH model. RNA-seq data revealed that So(d18:1) inhibits HIF-2α expression. Macrophage-specific knockout or overexpression of HIF-2α has been used to clarify the role of macrophage HIF-2α in NASH development. Mechanistically, So(d18:1) inhibits macrophage HIF-2α by inhibiting its combination with ARNT and then promotes the secretion of inflammatory factors. Notably, we found that the pharmacological activation of macrophage HIF-2α by FG-4592, a HIF prolyl hydroxylase inhibitor that is approved for the treatment of anaemia in China, had preventive effects on NASH in mice. This work suggests that macrophage HIF-2α is a potential target for the treatment of NASH.

## Results

### Disturbances in sphingolipid metabolism in NASH patients

In the Chinese patient population, we employed a metabolomics screen of NASH patients and healthy volunteers (Supplementary Table 1). The results showed that the changes in the sphingolipid pathway are the most concentrated, significant and dramatic compared to other lipids that are considered to change routinely (Fig. 1A). After that we further examined the whole sphingolipidome using targeted metabolomics (Fig. 1B). Principal component analysis (PCA) showed a clear separation between the healthy volunteers and NASH patients (Fig. 1C). The VIP score indicated a significant increase in the levels of several sphingolipids, especially So(d18:1) (Fig. 1D).

**Fig. 1:**
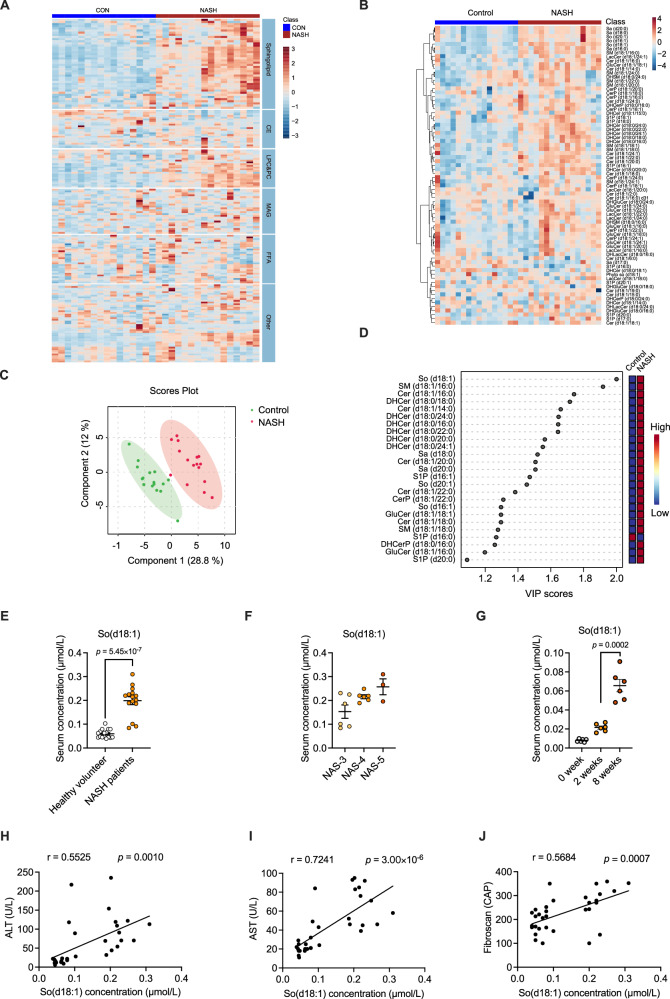
Metabolomic analysis revealed changes in sphingosine in NASH patients. Metabolic analysis of serum samples collected from NASH patients (*n* = 16) and healthy control (*n* = 16). **A** Clustering heatmap of the metabolic pathway, colours represent the intensity of response. **B** Targeted metabonomic detection of sphingolipids, colours represent the intensity of response. **C** PLS-DA analysis of sphingolipids in serum of patients. **D** VIP score plot of the difference sphingolipids between the two groups. **E**, **F** Serum So(d18:1) concentration in healthy volunteers (*n* = 16 biologically independent samples) and NASH patients (*n* = 15 biologically independent samples) (**E**) and different stages of NASH patients classified by NAS scores, NAS-3 (*n* = 6 biologically independent samples), NAS-4 (*n* = 6 biologically independent samples), NAS-5 (*n* = 3 biologically independent samples) (**F**). **G** Serum concentration of So(d18:1) in different time points of NASH modelling mice (*n* = 6 biologically independent animals). **H**–**J** Correlative analysis of So(d18:1) concentration in serum with ALT (Alanine aminotransferase) (**H**), AST (Aspartate aminotransferase) (**I**) and Fibroscan index (**J**). Correlations between variables were assessed by linear regression analysis. Linear correction index *R* square and *P*-values were calculated. Data are the means ± s.e.m. Statistical analysis was performed using two-tailed Student’s *t*-tests (**E**), One-way ANOVA with Dunnett’s T3 post hoc test (**F**) and Kruskal–Wallis test with Dunn’s test (**G**).

In the human cohort, So(d18:1) accumulated largely in the serum of NASH patients (Fig. 1E, F). Moreover, the concentration of So(d18:1) was positively correlated with serum ALT, AST levels and Fibrosacn index (Fig. 1H–J). To further validate this phenotype, we also fed the mice with CDAA-HFD for 8 weeks to establish the NASH mice model. Serum So(d18:1) concentrations were assayed in NASH model mice, and the trend of increasing serum So(d18:1) concentrations in mice was exactly the same as the trend of increasing ALT and AST levels (Fig. 1G, Fig. S1A, B). These results suggested that So(d18:1) concentrations may be closely related to NASH progression. However, So(d18:1) relative concentration in whole liver tissue didn’t increase with the development of NASH (Fig. S1C). The origin of So(d18:1) may need further investigation.

In our sphingolipidome results, the upstream and downstream metabolites of sphingosine, ceramide and S1P, were also altered in content. In our previous study, we found that ceramide was enriched in NASH patients similarly^6^. But ceramides did not increase more with disease progression (Fig. S1D). S1P and the other types of sphingosines also didn’t show any growth trends during the progression of NASH (Fig. S1E–I). These results further demonstrated the unique indicative role of So(d18:1) in the progression of NASH.

Hepatic steatosis and lobular inflammation are two important features of NASH. We analysed the changes of So(d18:1) levels in these two aspects. There was no significant increase in the So(d18:1) level as hepatic steatosis progressed (Fig. S1J). However, the So(d18:1) concentration shows a gradual trend of increase with the aggravation of lobular inflammation (Fig. S1K), which suggests that the function of So(d18:1) may be related to lobular inflammation.

### So(d18:1) aggravates inflammation and fibrosis in NASH

To test whether So(d18:1) is involved in the progression of NASH, CDAA-HFD-fed mice were intraperitoneally injected with vehicle, So(d16:1) or So(d18:1), respectively. So(d16:1) was used as a control to show the specific effects of So(d18:1). Detection of the concentration of So(d18:1) in the plasma after injection shows that the growth of So(d18:1) is similar to the concentration in the plasma of NASH patients, which can mimic the function of So(d18:1) in the pathological state (Fig. S2A).

Liver weight and the ratio of liver weight to body weight were significantly increased in mice injected with So(d18:1) compared with mice injected with vehicle (Figs. 2A, B and S2B). The levels of ALT and AST in the serum of mice injected with So(d18:1) were significantly higher than those in control mice (Fig. 2C, D), which suggests that So(d18:1) exacerbated liver damage in mice. While there were no differences in liver triglyceride (TG), serum TG and serum non-esterified fatty acid (NEFA) levels, there was also no difference in liver and serum cholesterol (CE) levels (Fig. S2C–G). For a clearer image of the liver damage in mice, we made pathological sections and performed H&E staining and Sirius red staining. The pathological sections showed that So(d18:1) treatment increased the fibrosis, lobular inflammation and the histology score of NAFLD activity but did not affect the histology score of hepatic steatosis (Fig. 2E–J). Consistently, the mRNA expression of inflammation genes and fibrosis genes were significantly upregulated in the liver of the So(d18:1) group compared with that of the vehicle group (Fig. 2K, L), while the lipid metabolism genes were mostly not different (Fig. S2H). The results showed that the administration of So(d16:1) to mice of the NASH model did not further exacerbate the disease phenotype of NASH (Figs. 2 and S2). This reinforced the significant role of So(d18:1). Collectively, these results suggest that So(d18:1) can exacerbate lobular inflammation and fibrosis in the livers of NASH mice.

**Fig. 2:**
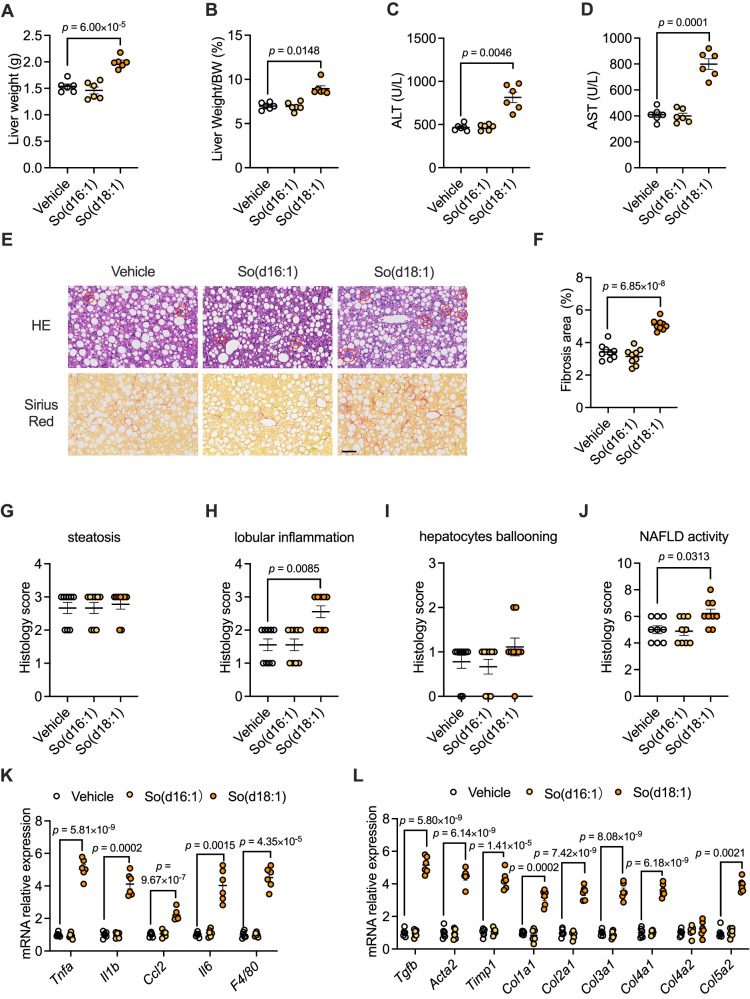
Sphingosine 18:1 aggravates NASH. CDAA-HFD-fed mice were treated with vehicle, sphingosine 16:1 or sphingosine 18:1 for 8 weeks (*n* = 6 mice/group). **A** Liver weights. **B** Ratios of liver mass to body mass. **C** Serum ALT. **D** Serum AST. **E** Representative H&E (up), and Sirius Red (down) staining of liver sections. The circles marked the inflammation foci. *n* = 3 mice per group, 3 images per mouse. Scale bar is 100 μm. **F** The percentage of fibrosis area. **G**–**J** Histology scores of hepatic steatosis (**G**), lobular inflammation (**H**), ballooning (**I**), and NAFLD activity (**J**). **K**, **L** Relative mRNA levels of genes related to hepatic inflammation (**K**) and fibrosis (**L**). *n* = 6 biologically independent samples. Data are the means ± s.e.m. **A**, **C**, **D**, **F**, **K**, **L** Statistical analysis was performed using One-way ANOVA; **B**, **G**–**J** *Col5a2* in L, statistical analysis was performed using Kruskal–Wallis test with Dunn’s test.

### So(d18:1) inhibits HIF-2α transcription function in liver macrophages

So(d18:1) can exacerbate lobular inflammation in the liver of NASH, suggesting that it mainly alters the immune status of the liver, so we focused on immune cells for an in-depth study. To confirm the changes of various immune cells during the development of NASH, a set of public single-cell RNA-sequencing data from the livers of NASH mice were located and analysed^10^. The results showed an increase in all kinds of immune cells in the livers of NASH mice. However, the largest proportion of these cells were macrophages and monocytes. Importantly, they were recruited to the livers much earlier than other immune cells (Fig. S3A, B). We therefore wanted to see whether So(d18:1) would also cause changes in macrophage proportion. We administered So(d18:1) or So(d16:1) intraperitoneally to chow-diet fed mice for 1 week. Results showed that only So(d18:1) increased the proportion of liver macrophages among all immune cells (Figs. S3C and 3A, B).

**Fig. 3:**
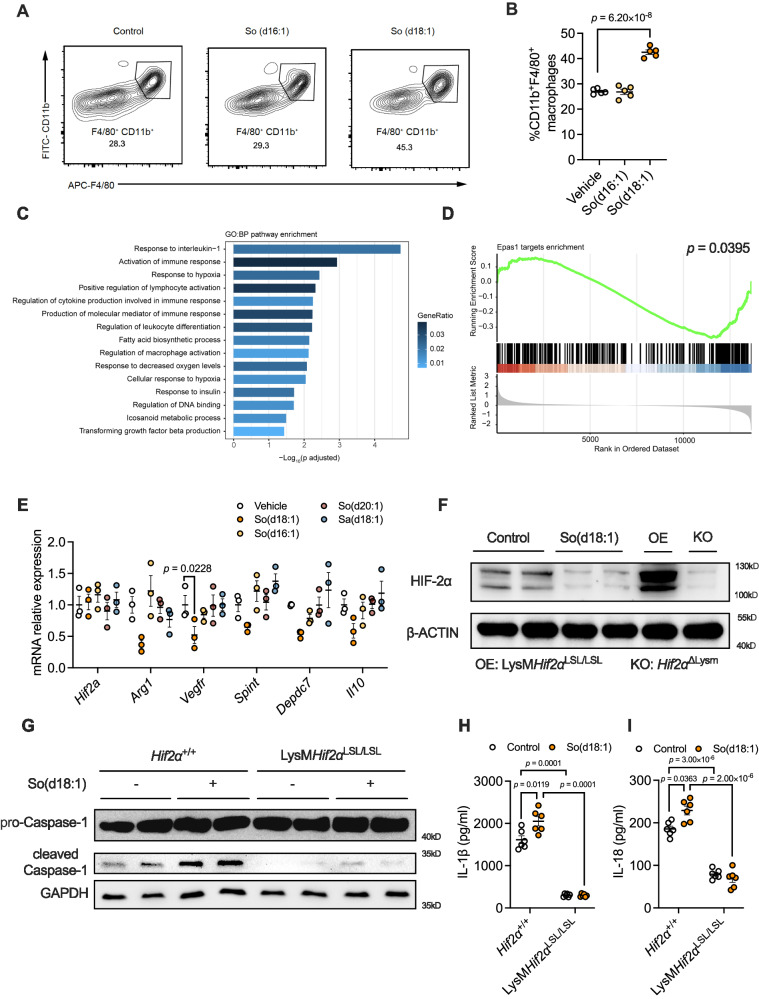
So(d18:1) inhibits HIF-2α transcription function in liver macrophages. **A**, **B** Flow cytometric and statistical analysis of chow-diet fed mice treated with control (5% CMC-Na), So(d16:1) and So(d18:1) (*n* = 5 per group). **C** GO:BP pathway enrichment showing the transcriptional level changes of some immune-related pathways. (*n* = 4 biologically independent samples). **D** *Epas1* targets enrichment. **E** Relative mRNA levels of *Hif2α* and its downstream target genes in macrophages treated with vehicle, So(d18:1), So(d16:1), So(d20:1) or Sa(d18:1). (*n* = 3). **F** Representative immunoblot analysis of HIF-2α of BMDMs isolated from wild-type mice stimulated with the vehicle and So(d18:1) and BMDMs isolated from LysM*Hif2α*^LSL/LSL^ and *Hif2α*^△LysM^ BMDMs stimulated with the vehicle. This experiment was repeated 3 times independently with similar results. **G** Representative immunoblot analysis of pro-caspase-1 and caspase-1 from *Hif2α*^+/+^ and LysM*Hif2α*^LSL/LSL^ BMDMs that were treated with So(d18:1) or not under NLRP3 inflammasome stimulation. This experiment was repeated 3 times independently with similar results. **H**, **I** Protein level of IL-1β (**H**), IL-18 (**I**) from *Hif2α*^+/+^ and LysM*Hif2α*^LSL/LSL^ BMDMs treated with So(d18:1) or not under NLRP3 inflammasome stimulation. (*n* = 6 biologically independent samples). Data are the means ± s.e.m. **B**, **E**, **H**, **I** Statistical analysis was performed using One-Way ANOVA test; *Spint* in (**E**), statistical analysis was performed using the Kruskal–Wallis test. **C** One-sided hypergeometric distribution test, using Benjamin Hochberg method for *p*-value correction. **D** One-sided permutation test without *p*-value correction.

To search for the mechanisms by which So(d18:1) promotes macrophage activation, we treated mouse bone marrow-derived macrophages (BMDM) with So(d18:1) or control vehicle under inflammatory stimulation and performed RNA sequencing to explore the changed gene pathways. 

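BMDM are macrophages grown from the marrow of mice in a growth factor for this cell type. RNA carrying a poly(A) tail was sequenced from 4 control cultures, which received the methanol vehicle, and 4 cultures that received So(d18:1). The sample labels give a dose of 2 μM and a time of 6 h and name no inflammatory stimulus, whereas the paper's text places these cells under inflammatory stimulation and gives no dose or time for this experiment. The authors trimmed the reads with Trim-galore, aligned them to the mm10 mouse genome with Hisat2, counted them on genes with featureCounts and deposited the counts without normalization. The paper's text does not name a strand setting or the handling of reads that match several places, so counts of genes that overlap another gene or have a near-identical copy were treated as uncertain. Between 20819860 and 25114354 reads per control library were counted on genes, with a median of 24126286. The So(d18:1) libraries held between 17748397 and 26088609 counts, with a median of 20520224.5, and the totals of the groups did not differ (two-sided exact permutation test, p = 0.314). The 10 most counted genes took 9.34% to 9.97% of the counts in control libraries and 9.21% to 9.95% in So(d18:1) libraries (exact permutation test, p = 0.6). Of the 55357 genes listed, the 14514 with enough counts by edgeR's filterByExpr were tested. Counts were scaled by TMM, whose factors lay between 0.989 and 1.01, and compared between the groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Levels are given as CPM, the counts scaled to a common library total. Replicates of one condition differed by more than counting noise alone, with a chi-square per gene between 2.76 and 12.2. It was 2.76 between control replicates 1 and 2 and 3.78 between 3 and 4, against 5.75 to 12.2 between these pairs. The cause of these pairs was not tested, and leaving out a single library does not remove them. If the pairs reflect a shared source, the control libraries are not fully independent. Across the tested genes the biological coefficient of variation was 0.0657. The first principal component held 30.1% of the variance and separated the groups, with control libraries between -23.4 and -8.96 and So(d18:1) libraries between 8.74 and 24.3.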

GO:BP pathway enrichment showed that hypoxia-related pathways were changed significantly between the control and So(d18:1) groups (Fig. 3C). 

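The GO terms behind Fig. 3C were not used here, and a hand-written list of 60 hypoxia genes stood in for them. Of these, 55 genes had enough counts to be tested. Their median log2 fold change with So(d18:1) was 0.041, with 36 genes higher and 19 lower. The list was not shifted as a whole by camera, which compares the genes of a list with all other genes under a preset correlation (adjusted p = 0.198 over 13 lists, limma with Benjamini-Hochberg adjustment). The mean log2 CPM of the list was 5.74 ± 0.119 (SD, n = 4) in control and 5.76 ± 0.0677 (SD, n = 4) in So(d18:1) libraries, a difference within the spread of the replicates (exact permutation test, p = 0.8). Leaving out a single library moved the list most, from a median of 0.012 without control replicate 1 to 0.083 without control replicate 3. It passed camera without control replicate 3 (adjusted p = 0.00669) and without So(d18:1) replicate 2 (median 0.065, adjusted p = 0.0355), while the adjusted p reached 0.766 among the 8 fits with one library left out. Among single genes, 8 had an adjusted p under 0.05 when adjusted over the list alone and 6 when adjusted over all genes tested, of which 5 rose and 1 fell. The largest rise of the list was that of Ddit4, on chromosome 10 from 59949669 to 59951834. Its level was 10.6 ± 0.547 CPM (SD, n = 4) in control and 18.2 ± 2.39 CPM (SD, n = 4) in So(d18:1) libraries, a log2 fold change of 0.78 (standard error 0.096, adjusted p = 1.3e-05, edgeR's quasi-likelihood test). By the kind of test used for Fig. 3C, a one-sided hypergeometric (Fisher's exact) test against all tested genes, 2 of the 55 genes passed the p-value and fold change thresholds of the paper's methods where 2.14 were expected, a 0.936-fold enrichment (p = 0.636). These were Ddit4, which rose, and Lox, which was chosen after its values were seen and fell with a log2 fold change of -0.61 (standard error 0.19, adjusted p = 0.0506, edgeR's quasi-likelihood test). When genes were instead picked by an adjusted p under 0.05, 6 of the 55 passed where 4.92 were expected, a 1.22-fold enrichment (one-sided Fisher's exact test, p = 0.369). In Reactome, a database of pathways, the set for the cellular response to hypoxia had 21 tested genes, a median log2 fold change of 0.044 and an adjusted p of 0.533 over 809 sets (camera, limma).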

There are two transcription factors that play a major role in the hypoxia-related signalling pathway, HIF-1α and HIF-2α. 

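HIF-2α is encoded by Epas1 and HIF-1α by Hif1a, and each pairs with ARNT, encoded by Arnt, to bind DNA. Positions are from the GRCm38 (mm10) annotation. Epas1 (ENSMUSG00000024140) lies on chromosome 17 from 86753700 to 86833410. Its level was 9.33 ± 0.817 CPM (SD, n = 4) in control and 8.74 ± 0.802 CPM (SD, n = 4) in So(d18:1) libraries. The log2 fold change of -0.098 (standard error 0.11) was within the replicate error (adjusted p = 0.629, edgeR's quasi-likelihood test). Hif1a (ENSMUSG00000021109) lies on chromosome 12 from 73901375 to 73947530. It was counted at 458 ± 33.9 CPM (SD, n = 4) in control and 439 ± 34.6 CPM (SD, n = 4) in So(d18:1) libraries, a log2 fold change of -0.060 (standard error 0.060, adjusted p = 0.592, same test of edgeR). An exon of Hif1a overlaps Gm49321 on its own strand and another overlaps Gm15283 on the opposite strand, and 7.25% of its transcript is shared with other genes over 50 bases, so its count is uncertain by reads of these genes. Arnt (ENSMUSG00000015522) lies on chromosome 3 from 95434388 to 95497240. Its mean fell from 117 ± 3.26 CPM (SD, n = 4) to 112 ± 4.16 CPM (SD, n = 4), and the ranges of the groups overlapped, with a log2 fold change of -0.064 (standard error 0.044, adjusted p = 0.417, edgeR). No difference between the groups was detected for these 3 genes by exact permutation tests of CPM either, with p = 0.371 for Epas1, p = 0.486 for Hif1a and p = 0.171 for Arnt. Of the alternatives to the processing, leaving out So(d18:1) replicate 2 moved Hif1a most, to a log2 fold change of -0.0080, and leaving out control replicate 3 moved Epas1 most, to -0.044.

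**Figure D1:**
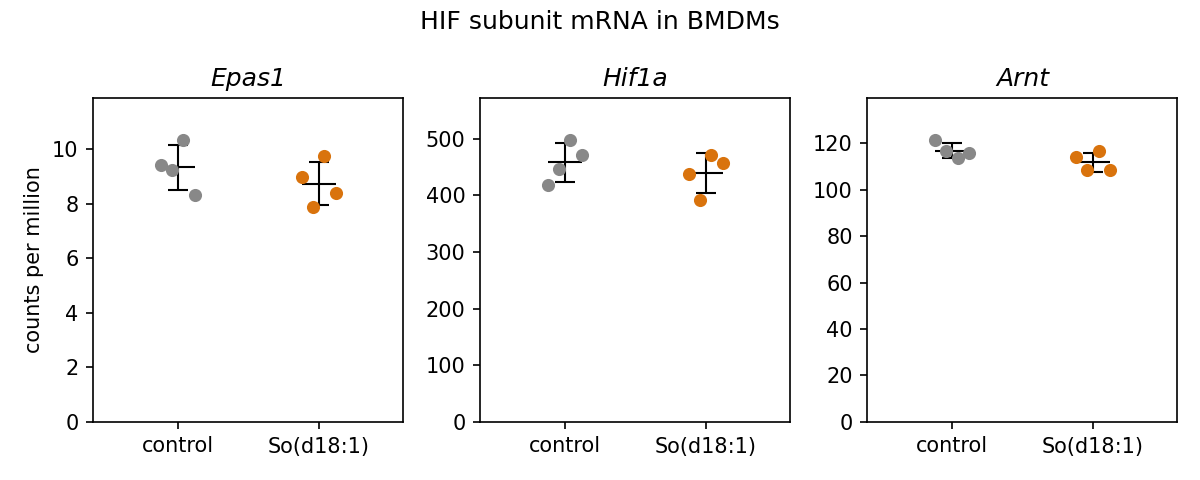
CPM (vertical axes, each from 0) of Epas1, Hif1a and Arnt in each of the 4 control (grey) and 4 So(d18:1) (orange) libraries, with bars at the mean ± SD. The points of the groups overlap for each gene, and Epas1 sits near 9 CPM where Hif1a sits above 390 CPM.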

We further targeted the signalling pathways regulated by these two transcription factors for enrichment analysis. The GSEA enrichment analysis revealed transcriptional changes in the HIF-2α-regulated signalling pathway (Fig. 3D), while the HIF-1α signalling pathway was not changed (Fig. S3D). 

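The ARCHS4 target sets of the paper were not used here. Lists of 40 HIF-2α targets and 35 HIF-1α targets, written by hand before any value was read, stood in for them, with Slc2a1 as the 1 gene on both. All 35 HIF-1α targets and 12 of the HIF-2α targets were also on the hypoxia list. Results of these lists are therefore not independent of that of the hypoxia list. For HIF-2α, 31 targets were tested, of which 14 were higher and 17 lower with So(d18:1), with a median log2 fold change of -0.059. Ranked by log2 fold change among all 14514 tested genes, the list had a normalized enrichment score of -1.11 (two-sided gene permutation test with 100000 permutations, p = 0.310). Camera gave an adjusted p of 0.198 for it (limma). The list passed camera only with genes of at least 10 counts in every library (median -0.065, adjusted p = 0.0308) and without control replicate 2 (median -0.11, adjusted p = 0.0354). Its adjusted p lay between 0.0308 and 0.718 over the other alternatives and reached 0.601 with one library left out, where the median was lowest at -0.13 without control replicate 1. The limit of 10 counts left 29 of the 31 targets and removed Spint1, which rose against the direction of the list. Whether Spint1 alone decided that call was not tested. For HIF-1α, 34 targets were tested, of which 27 were higher and 7 lower, with a median of 0.071. The score was 1.40 (permutation p = 0.0643), and camera gave an adjusted p of 0.0144 (limma). That call did not hold under fry, a rotation test (adjusted p = 0.331), under camera with an estimated correlation (adjusted p = 0.680), or in 4 of the 8 fits with one library left out, where the adjusted p reached 0.135 without control replicate 1 (median 0.035). Without control replicate 3 the median was 0.12. Ranking genes by the signed square root of F instead gave -1.24 (permutation p = 0.171) for HIF-2α and 1.63 (permutation p = 0.0161) for HIF-1α targets. The difference between the lists was not tested. The mean log2 CPM of HIF-2α targets was 4.09 and 4.04 in control replicates 1 and 2, and 4.36 and 4.28 in replicates 3 and 4. It lay between 4.04 and 4.25 in So(d18:1) libraries. For HIF-1α targets these controls had 6.09, 6.12, 6.29 and 6.27, and So(d18:1) libraries lay between 6.22 and 6.35. Among the HIF-2α targets, 11 genes had an adjusted p under 0.05 when adjusted over the list alone and 8 when adjusted over all genes tested. Of these 8, 5 fell and 3 rose.

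Sat1, on chromosome X from 155213132 to 155216449, fell from 986 ± 22.5 CPM (SD, n = 4) to 756 ± 20.2 CPM (SD, n = 4), a log2 fold change of -0.38 (standard error 0.041, adjusted p = 2.0e-06, edgeR's quasi-likelihood test). Slc11a2, an iron transporter on chromosome 15 from 100387898 to 100425072, fell from 58.3 ± 5.37 to 41.3 ± 2.75 CPM (SD, n = 4 each), a log2 fold change of -0.50 (standard error 0.066, adjusted p = 3.8e-05, edgeR). One exon of it overlaps Gm5475 on the other strand. Irs2 and Ccnd1 also fell, with log2 fold changes of -0.36 and -0.66, although an exon of Irs2 overlaps 9530052E02Rik on the other strand and 27.2% of the Ccnd1 transcript is shared with other genes, with LTO1 on the other strand. The largest change of the list was the rise of Spint1, on chromosome 2 from 119237362 to 119249527, from 0.613 ± 0.194 CPM (SD, n = 4) to 4.71 ± 0.972 CPM (SD, n = 4). This was a log2 fold change of 2.92 (standard error 0.23, adjusted p = 3.1e-08, edgeR), on 9 to 21 counts per control library and 68 to 117 per So(d18:1) library. Other targets that the paper measures changed by less. Vegfa, on chromosome 17 from 46016993 to 46032369, was at 445 ± 60.9 CPM in control and 402 ± 33.9 CPM in So(d18:1) libraries (SD, n = 4 each). Its log2 fold change of -0.15 (standard error 0.10) was within the replicate error (adjusted p = 0.451, edgeR). With one library left out, that of Vegfa ranged from -0.21 without control replicate 2 to -0.076 without control replicate 3. Il10 was lower in each So(d18:1) library than in each control library, at 1.93 ± 0.194 against 2.69 ± 0.229 CPM (SD, n = 4 each), a log2 fold change of -0.47 (standard error 0.18) that passed adjustment over the list alone (adjusted p = 0.0460, edgeR) and not over all genes tested (adjusted p = 0.106, edgeR). Depdc7 was higher in each So(d18:1) library than in each control library, with a log2 fold change of 0.26 (standard error 0.10), and passed over the list alone (adjusted p = 0.0464, edgeR) and not over all genes tested (adjusted p = 0.112, edgeR). Arg1 had a log2 fold change of 0.010 (standard error 0.14, adjusted p = 0.977, edgeR). The sign of Arg1 reversed in 4 of the 8 fits with one library left out, down to -0.081 without control replicate 2.

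**Figure D2:**
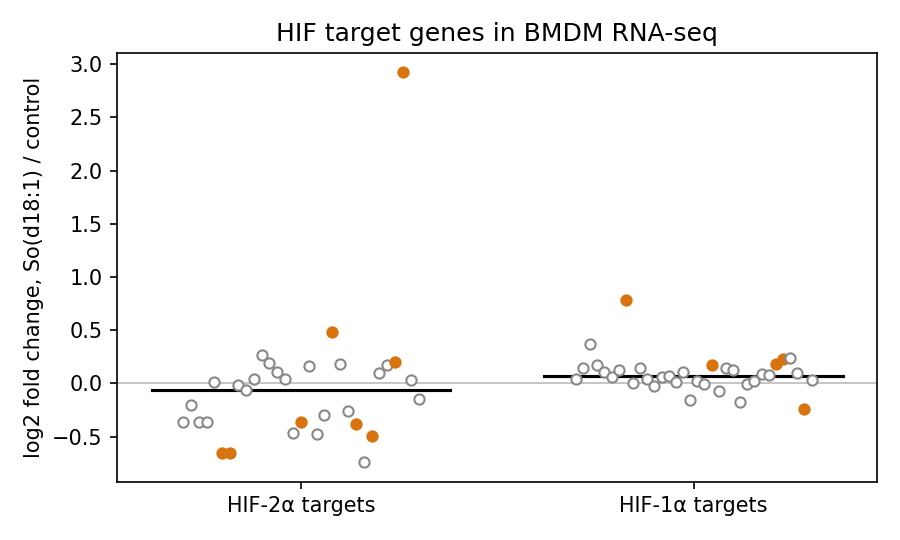
Log2 fold change with So(d18:1) (vertical axis) of each tested gene of the HIF-2α and HIF-1α target lists, with 1 point per gene, filled where the adjusted p of edgeR's quasi-likelihood test was under 0.05, and a black line at the median. The medians lie at -0.059 and 0.071, and the point at 2.92 is Spint1.

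The paper's line of reasoning runs from the hypoxia-related GO terms of Fig. 3C to the transcription factors HIF-1α and HIF-2α. From the tests of their target sets, significant for HIF-2α in Fig. 3D and not for HIF-1α in Fig. S3D, the paper concludes that the HIF-2α-regulated pathway changed while that of HIF-1α did not.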

Flow cytometric analysis could also show that CDAA-HFD feeding suppresses HIF-2α expression in liver macrophages (Fig. S3F).

To validate the RNA-seq results, we treated mouse BMDMs with So(d18:1) and other sphingolipids as controls. The results showed that the transcription levels of the *Hif2α* gene were not changed, but its downstream gene *Vegf* decreased after So(d18:1) treatment (Fig. 3E). We also detected *Hif1α* and its downstream genes and their expression levels were unchanged (Fig. S3E). As for the protein levels of HIF-2α, the results showed that So(d18:1) treatment could significantly inhibit the protein expression of HIF-2α (Fig. 3F). In addition to the in vitro experiments, we also detected the expression of HIF-2α in liver macrophages from CDAA-HFD diet fed mice treated with vehicle (5% CMC-Na) or So(d18:1) using flow cytometry, and the results showed that So(d18:1) significantly inhibited the expression of HIF-2α in liver macrophages (Fig. S3G).

Intrahepatic macrophages IL-1β and IL-18 secretion due to NLRP3 inflammasome activation is an important mechanism that promotes the progression of NASH^11^. Our previous study also found that macrophage HIF-2α could suppress NLRP3 inflammasome activation by inhibiting CPT1A^12^. Consistently, western blot analysis showed that So(d18:1) administration increased cleaved-caspase-1, indicating So(d18:1) could increase inflammasome assembly therefore increase Caspase-1 cleavage, while HIF-2α overexpression could quell the stimulation caused by So(d18:1) (Fig. 3G). IL-1β and IL-18 secretion levels also confirmed that only So(d18:1) promoted inflammasome activation (Fig. S3H, I), but not in HIF-2α overexpressing macrophages (Fig. 3H, I). Besides, So(d18:1) didn’t damage the hepatocytes or influence the fibrosis-related genes in hepatic stellate cells directly (Fig. S3J, K).

These results indicate that So(d18:1) promotes the inflammatory factors secretion of macrophages through inhibition of HIF-2α, which may be the cellular mechanism by which So(d18:1) promotes hepatic inflammation in NASH.

### Macrophage-specific HIF-2α deletion aggravates inflammation and fibrosis in NASH

To investigate whether HIF-2α in macrophages can influence NASH disease progression, we fed *Hif2α*^fl/fl^ and *Hif2α*^ΔLysm^ mice a GAN diet (40% fat-powered, 20% fructose, and 2% cholesterol) for 24 weeks to compare the severity of inflammation and fibrosis in the liver. There was no significant difference in body weight between the two groups of mice (Fig. S4A). Liver weight and the ratio of liver weight to body weight were significantly increased in *Hif2α*^ΔLysm^ mice compared with *Hif2α*^fl/fl^ mice (Fig. 4A, B). Moreover, the levels of ALT and AST in the serum of *Hif2α*^ΔLysm^ mice were significantly higher than those in *Hif2α*^fl/fl^ mice, suggesting that knockdown of *Hif2a* exacerbates the disease symptoms of NASH (Fig. 4C, D). Next, we examined the changes in lipids in the liver tissue and plasma of the two groups of mice. The results revealed that the concentrations of serum TG, CE, and NEFAs and hepatic TG and CE were not significantly different between *Hif2α*^fl/fl^ mice and *Hif2α*^ΔLysm^ mice (Fig. S4C–F). This result suggests that the knockdown of macrophage *Hif2a* does not affect total lipid metabolism or consequently exacerbate lipid accumulation in the liver.

**Fig. 4:**
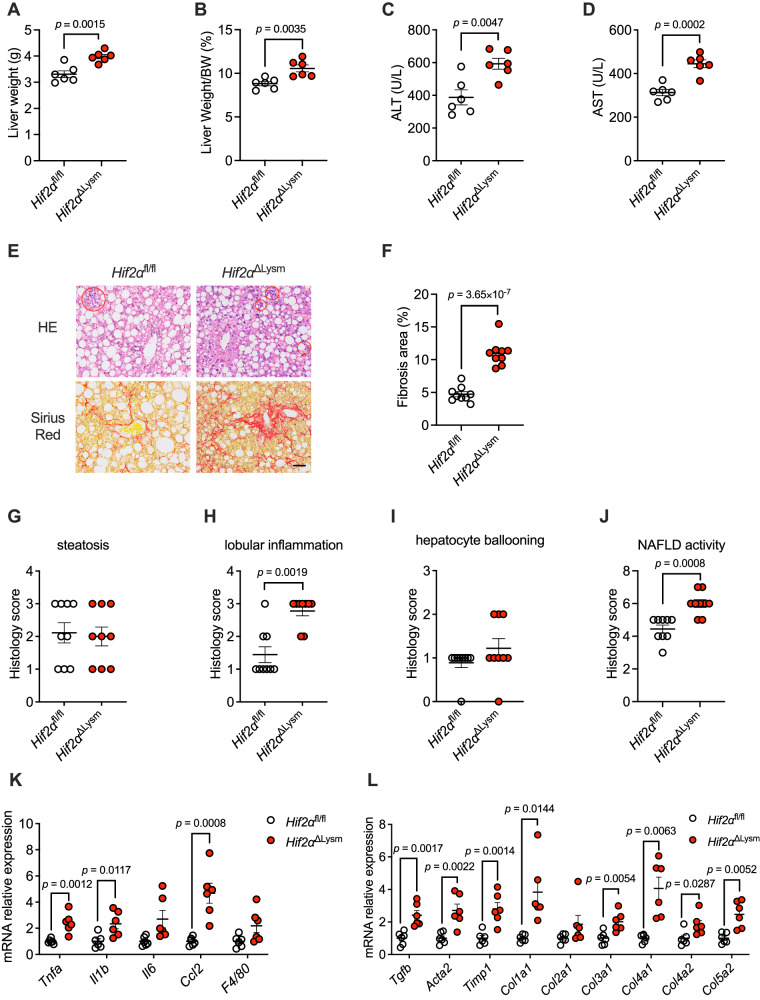
HIF-2α KO in macrophages accelerated inflammation and fibrosis in NASH mice. Eight-week-old male *Hif2α*^fl/fl^ and *Hif2α*^ΔLysm^ mice were administered a GAN diet for 24 weeks (SPF, *n* = 6 mice/group). **A** Liver weights. **B** Ratios of liver mass to body mass. **C** Serum ALT. **D** Serum AST. **E** Representative H&E (up), and Sirius Red (down) staining of liver sections. The circles marked the inflammation foci. *n* = 3 mice per group, 3 images per mouse. Scale bar is 200 μm. **F** The percentage of fibrosis area. **G**–**J** Histology scores of hepatic steatosis (**G**), lobular inflammation (**H**), ballooning (**I**), and NAFLD activity (**J**). **K**, **L** Relative mRNA levels of genes related to hepatic inflammation (**K**) and fibrosis (**L**). *n* = 6 biologically independent samples. Data are the means ± s.e.m. **A**–**D**, **F**, **K**, **L** Statistical analysis was performed using two-tailed Student’s *t*-tests; **G**–**J** *Col2a1* in (**L**), statistical analysis was performed using two-tailed Mann–Whitney *U*-tests.

To further determine the changes in the levels of inflammation and fibrosis within the mouse liver to determine the progression of NASH, pathological sections were made from the livers of the two groups of mice to observe the extent of liver injury in the mice (Fig. 4E). The degree of hepatic steatosis was consistent between the two groups of mice (Fig. 4G), and there was no significant difference in the ballooning score (Fig. 4Ι). However, mice in the *Hif2α*^ΔLysm^ group had more foci of inflammation in the liver, with a large number of mononuclear macrophages diffusely distributed and a significantly higher inflammation score in the liver lobules than in the *Hif2α*^fl/fl^ group (Fig. 4Η). The sections were also stained with Sirius red (Fig. 4Ε), and the fibrosis area was quantified to show that the *Hif2α*^ΔLysm^ group had a significantly greater fibrosis area than that of the *Hif2α*^fl/fl^ group (Fig. 4F). These results demonstrate that macrophage *Hif2a* knockdown can indeed significantly exacerbate NASH symptoms and promote inflammatory activation and fibrosis formation.

Consistently, the mRNA expression of inflammation genes and fibrosis genes was significantly upregulated in the livers of *Hif2α*^ΔLysm^ mice compared with that of *Hif2α*^fl/fl^ mice (Fig. 4K, L), while the lipid metabolism genes were not different between the two groups (Fig. S4G). Collectively, these data showed that genetic disruption of macrophage-specific HIF-2α accelerated hepatic inflammation and fibrosis but did not affect hepatic steatosis.

### Macrophage-specific HIF-2α overexpression alleviated inflammation and fibrosis in NASH and confronted the effect of So(d18:1) on NASH

To further verify the role of macrophage HIF-2α overexpression in NASH and investigate whether macrophage-specific HIF-2α overexpression could confront the effects of So(d18:1) on NASH in vivo, *Hif2α*^+/+^ and LysM*Hif2α*^LSL/LSL^ mice were fed a CDAA-HFD with vehicle or So(d18:1) injection for 8 weeks. There was no significant difference in body weight (Fig. S5A). The liver weight and the ratio of liver weight to body weight decreased in LysM*Hif2α*^LSL/LSL^ mice compared with *Hif2α*^+/+^ mice (Fig. 5A, B).

**Fig. 5:**
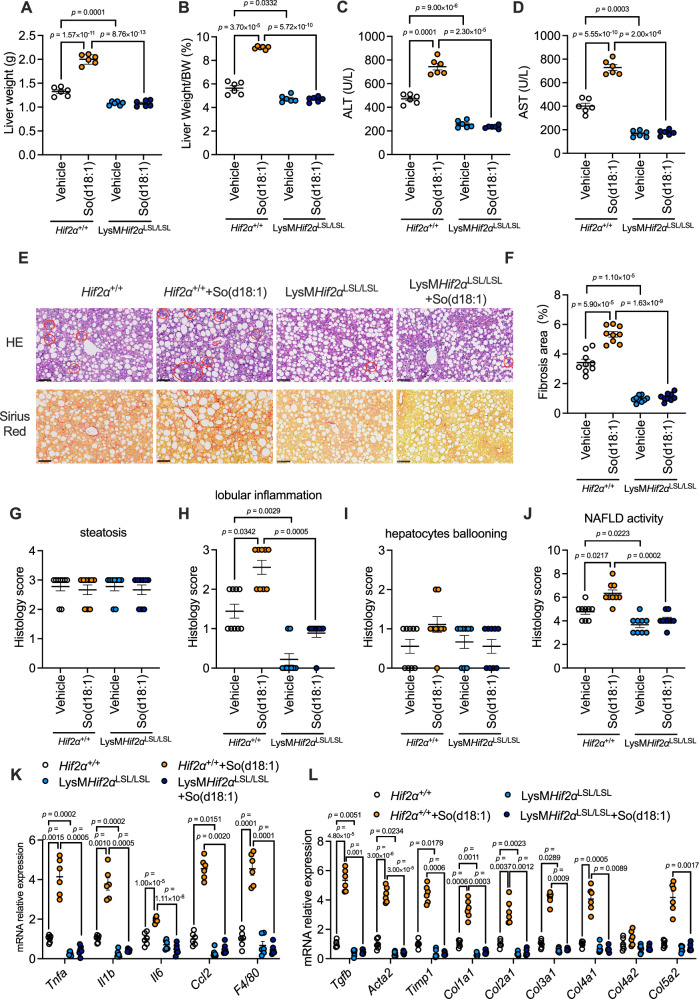
HIF-2α overexpression in macrophages ameliorated inflammation and fibrosis in NASH mice. Eight-week-old male *Hif2α*^+/+^ and LysM*Hif2α*^LSL/LSL^ mice treated with or without So(d18:1) by daily intraperitoneal injection under CDAA-HFD for 8 weeks (SPF, *n* = 6 mice/group). **A** Liver weights. **B** Ratios of liver mass to body mass. **C** Serum ALT. **D** Serum AST. **E** Representative H&E (up), and Sirius Red (down) staining of liver sections. The circles marked the inflammation foci. *n* = 3 mice per group, 3 images per mouse. Scale bar is 100 μm. **F** The percentage of fibrosis area. **G**–**J** Histology scores of hepatic steatosis (**G**), lobular inflammation (**H**), ballooning (**I**), and NAFLD activity (**J**). **K** Relative mRNA levels of genes related to hepatic inflammation. **L** Relative mRNA levels of genes related to hepatic fibrosis. *n* = 6 biologically independent samples. Data are the means ± s.e.m. **A**–**D**, **F**, **K**, **L** Statistical analysis was performed using one-way ANOVA; **G**–**J** *Ccl2* in (**K**), *Timp1*, *Col3a1*, *Col4a2* and *Col5a2* in (**L**), statistical analysis was performed using the Kruskal–Wallis.

The levels of ALT and AST in the serum were significantly lower in LysM*Hif2α*^LSL/LSL^ mice than in *Hif2α*^+/+^ mice (Fig. 5C, D), suggesting that *Hif2a* overexpression can protect the liver and reduce liver injury. Moreover, macrophage-specific HIF-2α overexpression lowered the ALT and AST lever in LysM*Hif2α*^LSL/LSL^ + So(d18:1) group compared with *Hif2α*^+/+^ + So(d18:1) group (Fig. 5C, D). We also measured TG, total CE and NEFA levels in the liver and plasma to investigate whether macrophage-specific *Hif2a* overexpression could reduce fat accumulation in the liver, but there were no differences in any of these parameters (Fig. S5B–F).

The liver tissues of the four groups of mice were also paraffin sectioned and stained with H&E and Sirius red. The H&E staining results showed that there was no significant difference in the steatosis scores and hepatocyte ballooning scores (Fig. 5E, G, I). However, the LysM*Hif2α*^LSL/LSL^ group mice had fewer inflammatory foci in the liver, so their hepatic lobular inflammation scores were significantly lower than those of the *Hif2α*^+/+^ group mice (Fig. 5H) and the final calculated NAS of the LysM*Hif2α*^LSL/LSL^ group mice was significantly lower than that of the *Hif2α*^+/+^ group mice (Fig. 5J). We next examined Sirius red-stained sections, and it was evident that intrahepatic fibrosis production was reduced in the LysM*Hif2α*^LSL/LSL^ group of mice (Fig. 5E, F). So(d18:1) significantly increased the lobular inflammation, the calculated NAS and the fibrosis area in *Hif2α*^+/+^ mice, but not in LysM*Hif2α*^LSL/LSL^ mice (Fig. 5E–J). Importantly, the lobular inflammation scores, NAS and fibrosis area increased by So(d18:1) treatment were alleviated by the overexpression of HIF2a as comparing LysM*Hif2α*^LSL/LSL^ + So(d18:1) group with *Hif2α*^+/+^ + So(d18:1) group (Fig. 5E–J).

Consistently, the mRNA expression of inflammation-related genes and fibrosis-related genes was significantly downregulated in the livers of LysM*Hif2α*^LSL/LSL^ mice compared with *Hif2α*^+/+^ mice (Fig. 5K, L), while the lipid metabolism-related genes were not different (Fig. S5G). So(d18:1) increased the mRNA level of inflammation-related genes and fibrosis in *Hif2α*^+/+^ mice, but not in LysM*Hif2α*^LSL/LSL^ mice (Fig. 5K, L). Moreover, the mRNA expression of inflammation-related genes and fibrosis-related genes were reduced by the overexpression of HIF2a as comparing LysM*Hif2α*^LSL/LSL^ + So(d18:1) group with *Hif2α*^+/+^ + So(d18:1) group (Fig. 5K, L). Collectively, these data showed that macrophage-specific HIF-2α overexpression ameliorated hepatic inflammation and fibrosis but did not affect hepatic steatosis. Moreover, macrophage-specific HIF-2α overexpression confronted the effects of So(d18:1) on NASH in vivo.

### So(d18:1) reduces the transcriptional activity of HIF-2α

In previous results, we have verified that So(d18:1) could promote NLRP3 inflammasome activation in macrophages and identified HIF-2α as a key transcription factor by which So(d18:1) alters the inflammatory state of macrophages. Therefore, how does the increased So(d18:1) in NASH patients affect HIF-2α protein function in macrophages? We conducted a more in-depth mechanistic study to address this question. To determine whether So(d18:1) could inhibit HIF-2α transcriptional activity, we constructed a HIF response element (HRE)-based luciferase reporter assay. Fluorescein detection showed that So(d18:1) could significantly inhibit the transcriptional activity of HIF-2α (Fig. 6A). But So(d18:1) couldn’t inhibit HIF-1α transcription (Fig. 6B). The transcriptional action of HIF-2α requires binding to the ARNT subunit. Thus, we utilized a mammalian two-hybrid system that could further verify that So(d18:1) repressed the transcriptional function of HIF-2α by inhibiting the binding of ARNT (Fig. 6C). In addition, co-immunoprecipitation revealed that So(d18:1) disrupts the binding of HIF-2α to ARNT (Fig. 6D), but doesn’t disrupt the direct binding of HIF-1α to ARNT (Fig. 6E).

**Fig. 6:**
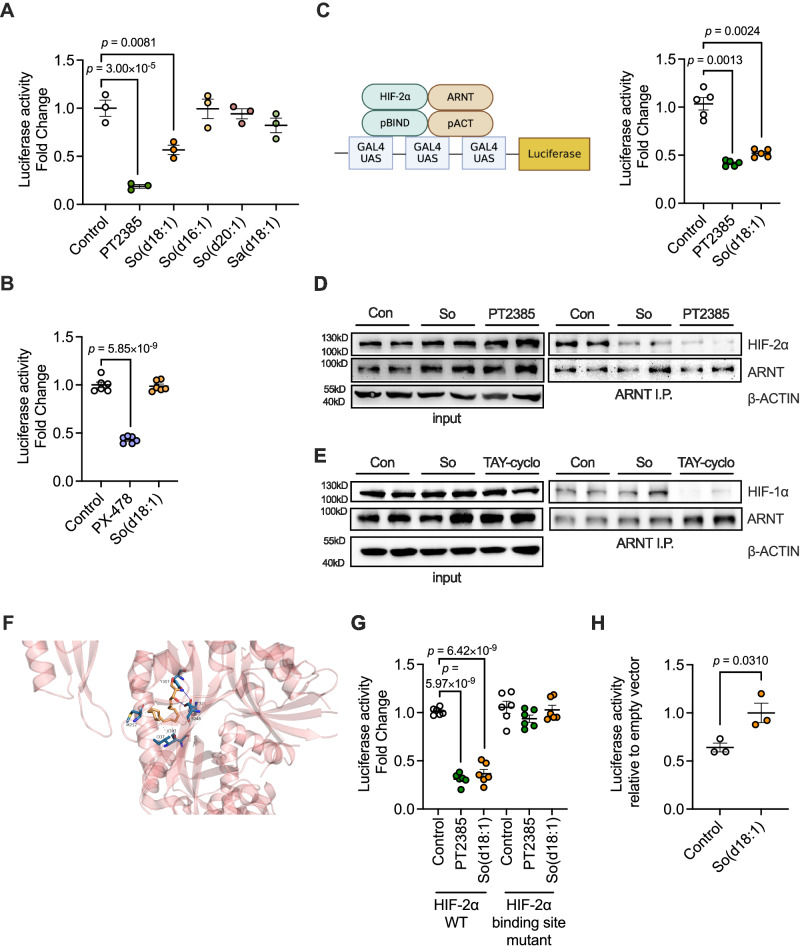
So(d18:1) suppress the binding of HIF-2α and ARNT. **A** HRE-based luciferase assay in HEK293T transfected with HIF-2α, followed by treatment of PT2385, So(d18:1), So(d16:1), So(d20:1), Sa(d18:1) (*n* = 3 biologically independent samples). **B** HRE-based luciferase assay in HEK293T transfected with HIF-1α, followed by treatment of PX-478, So(d18:1) (*n* = 6 biologically independent samples). **C** Schematic and experimental representation of PT2385 or So(d18:1) mediated HIF-2α-ARNT interaction by pG5GAL4 luciferase assay followed by pBIND-HIF-2α and pACT-ARNT transfection of HEK293T cells (*n* = 5). **D** Co-immunoprecipitation for ARNT and HIF-2α in HEK293T cells transfected with ARNT and the oxygen-stable HIF-2α triple mutant (HIF-2α™) plasmid treated with control solvent, So(d18:1) or PT2385, PT2385 and So(d18:1) could inhibit HIF-2α to bind to ARNT. This experiment was repeated 3 times independently with similar results. **E** Co-immunoprecipitation for ARNT and HIF-1α in HEK293T cells transfected with ARNT and the oxygen-stable HIF-2α triple mutant (HIF-2α™) plasmid treated with So(d18:1) (20 μM) or TAY-cyclo (20 μM). This experiment was repeated 3 times independently with similar results. **F** Molecule docking prediction of So(d18:1) binding sites in HIF-2α PAS-B domain. **G** schematic diagram of site missense mutation experiment. PT2385 and So(d18:1) could inhibit normal HIF-2α transcription ability but not HIF-2α with missense mutations. (*n* = 6 biologically independent samples). **H** *Cpt1a* promoter rHRE constructs plasmid were co-transfected with HIF-2α™ followed by control solvent or So(d18:1) treatment. So(d18:1) could inhibit HIF-2α binding ability to rHRE. (*n* = 3 biologically independent samples). Data are the means ± s.e.m. **A**–**C**, **G** (WT), statistical analysis was performed using One-way ANOVA. G(mutant), statistical analysis was performed using Kruskal–Wallis test with Dunn’s test. **H** Statistical analysis was performed using two-tailed Student’s *t*-tests.

HIF-2α has a hydrophobic pocket PAS-B domain to bind with ARNT^13^. Structural prediction by docking revealed some potential for So(d18:1) to fill into this hydrophobic pocket (Fig. 6F). We then constructed a HIF-2α plasmid with two proven missense mutations (S304M and G323E) in the pocket which disabled other molecules to bind with HIF-2α^14^. Luciferase reporter system was performed, and the results showed that So(d18:1) could normally inhibit the binding of wild-type HIF-2α to ARNT but not that of mutant HIF-2α to ARNT (Fig. 6G). From these results, we learned that So(d18:1) may fill into the hydrophobic pocket of HIF-2α and thereby inhibit the binding of HIF-2α to ARNT, which impedes HIF-2α entry into the nucleus for transcriptional regulation. HIF-2α that remains in the cytoplasm is very easily hydrolysed and therefore protein levels are reduced. This finding also explained why So(d18:1) can only change the protein expression level of HIF-2α but not the mRNA expression level.

HIF-2α regulates metabolism reprogramming and NLRP3 inflammasome activation by binding to the rHRE region on the *Cpt1a* promoter^12^. We therefore transfected a luciferase reporter gene plasmid containing a *Cpt1a* rHRE region with a HIF-2α plasmid or empty plasmid into cells, treated with control solvent or So(d18:1) and observed the fluorescence activity ratio. The results showed that in the vehicle group, the fluorescence values of HIF-2α^TM^-transfected cells were lower than those with empty plasmid, indicating that overexpression of HIF-2α inhibited the transcription of *Cpt1a* rHRE-linked luciferase. In contrast, the overexpression of HIF-2α in the So(d18:1) group did not affect the transcription of *Cpt1a* rHRE-linked luciferase, as it was unable to bind to ARNT and localize to the rHRE region in the nucleus, so the fluorescence values of HIF-2α^TM^ plasmid-transfected cells were similar to the fluorescence values of the empty plasmid group (Fig. 6H).

The above results suggest that So(d18:1) could inhibit the binding of HIF-2α with ARNT to inhibit the transcriptional activity of HIF-2α, thus influencing the expression of downstream genes regulated by HIF-2α. These results also suggest the possibility that lipids bind directly to transcription factors and regulate their functions, showing us an interesting mechanism by which lipids influence cellular metabolism.

### Stabilization of HIF-2α expression in macrophages significantly alleviated inflammation and fibrosis in NASH

We further investigated the therapeutic effect of the specific HIF-2α agonist FG-4592 in treating NASH. SPF mice were given a CDAA-HFD diet for 8 weeks and were administered vehicle or FG-4592 (25 mg/kg) by intraperitoneal injection. At the end of the treatment, there was no significant difference in body weight between the two groups of mice (Fig. S6A), but there was a significant reduction in liver weight (Fig. 7A), as well as a significant reduction in the calculated liver weight/body weight ratio (Fig. 7B). Measurement of the blood levels of ALT and AST showed significant decreases in both transaminase levels suggestive of liver injury (Fig. 7C, D). To assess whether FG-4592 could improve intrahepatic fat accumulation, we also measured intrahepatic TG (Fig. S6B) and blood TG levels (Fig. S6C), neither of which showed a significant change. Total intrahepatic CE (Fig. S6D) and total plasma CE levels (Fig. S6E) were also tested, and there was no significant improvement in either of these results. With respect to NEFAs in the blood, there was also no improvement after FG-4592 injection (Fig. S6F). The above results suggest that although FG-4592 may improve liver injury, it does not improve lipid accumulation in the liver.

**Fig. 7:**
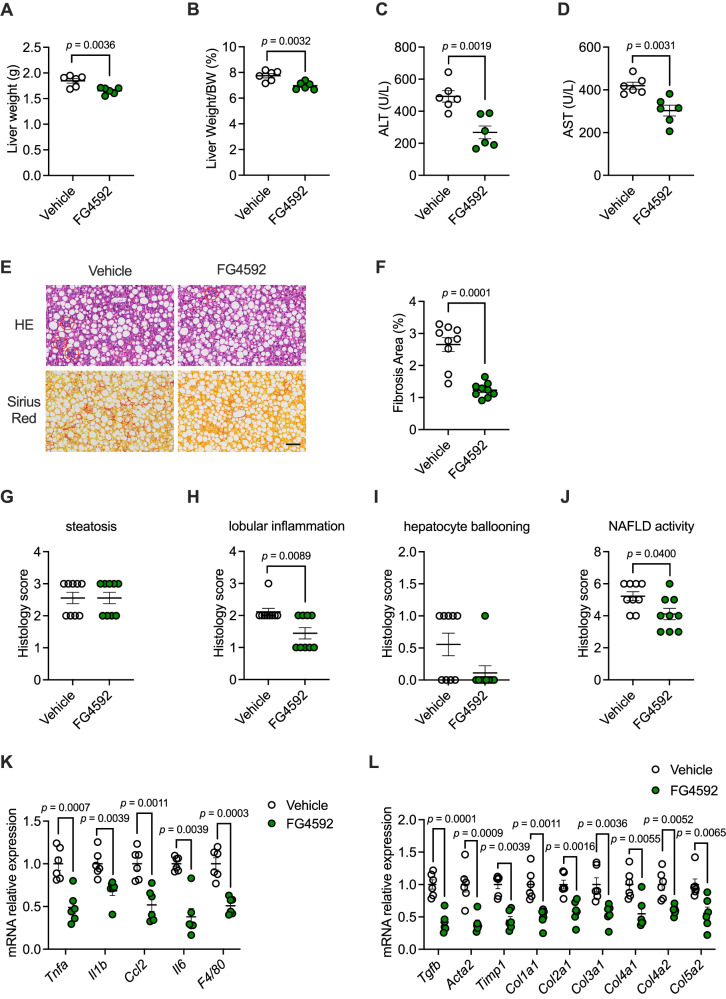
FG-4592 significantly mitigates CDAA-HFD diet-induced NASH. CDAA-HFD-fed mice were treated with vehicle or FG-4592 for 8 weeks (*n* = 6 mice/group). **A** Liver weights. **B** Ratios of liver mass to body mass. **C** Serum ALT. **D** Serum AST. **E** Representative H&E (up), and Sirius Red (down) staining of liver sections. The circles marked the inflammation foci. *n* = 3 mice per group, 3 images per mouse. Scale bar is 100 μm. **F** The percentage of fibrosis area. **G**–**J** Histology scores of hepatic steatosis (**G**), lobular inflammation (**H**), ballooning (**I**), and NAFLD activity (**J**). **K**, **L** Relative mRNA levels of genes related to hepatic inflammation (**K**) and fibrosis (**L**). *n* = 6 biologically independent samples. Data are the means ± s.e.m. **A**–**D**, **F**, **K**, **L** Statistical analysis was performed using two-tailed Student’s *t*-tests; **G**–**J** *Il1b*, *Il6* in (**K**), *Timp1* and *Col5a2* in (**L**), statistical analysis was performed using two-tailed Mann–Whitney *U*-tests.

To further observe liver injury in mice, we made paraffin sections of liver tissue from both groups and stained them with H&E and Sirius red. In the H&E-stained sections, we observed that the degree of steatosis in the livers of the two groups of mice was the same, and therefore, there was no difference in the steatosis score and hepatocyte ballooning (Fig. 7G, I). However, there were significantly fewer foci of inflammation than in the vehicle group, and therefore, the score of the lobular inflammation was lower than that of the vehicle group (Fig. 7H). The final calculation of the NASs also showed that FG-4592 injection reduced the symptoms of NASH in mice (Fig. 7J). In Sirius red-stained sections, fibrosis was significantly reduced in the FG-4592-injected group, and this result could be better visualized by counting the fibrosis area proportion (Fig. 7E, F).

After FG-4592 injection, inflammation-related genes were significantly downregulated in the mouse liver (Fig. 7K). Additionally, genes related to fibrosis were significantly reduced (Fig. 7L). However, genes related to fatty acid uptake and de novo synthesis were slightly changed, with only the expression level of *Fasn* being reduced (Fig. S6G).

In conclusion, FG-4592 injection can reduce liver fibrosis and improve NASH symptoms by reducing intrahepatic inflammation.

## Discussion

Chronic liver injury caused by NASH can significantly increase the risk of end-stage liver diseases. However, there is currently no effective drug to treat NASH in the clinical practice. Here, we found that the abundance of So(d18:1) in patients with NASH was significantly increased through metabolomics analysis. So(d18:1) significantly aggravated hepatic lobular inflammation and fibrosis in the livers of NASH model mice. Mechanistically, So(d18:1) inhibits macrophage HIF-2α binding with ARNT, thus increasing the secretion of inflammatory factors. This mechanism reveals that macrophage HIF-2α may be a potential target for the treatment of NASH. Based on this finding, we tried to use the HIF-2α stabilizer FG-4592 to improve NASH, and the results showed that FG-4592 alleviated inflammation and fibrosis in NASH.

Liver steatosis is an early event of NASH. A large amount of lipid accumulation in hepatocytes leads to excessive oxidative stress in hepatocytes, which further induces hepatocyte death, thereby activating inflammation and fibrosis in hepatic lobules^4^. In NASH patients, we have seen several significant changes in sphingolipids, such as Cer (d18:1/16:0), Cer (d18:1/14:0), Cer (d18:1/20:0), Cer (d18:1/22:0), Cer (d18:1/18:0) and Cer (d18:1/18:0). Their abundances also increased in the serum of NASH patients. Our previous work found that the excessive accumulation of nicotine in the intestine can promote the secretion of intestinal ceramide, thus promoting the progression of NAFLD to NASH^6^. Other studies also found that increasing liver Cer (d18:1/18:0), and S1P could limit the occurrence and development of chronic inflammation in NAFLD^15,16^. These studies suggest that sphingolipid metabolism may play an important role in the pathogenesis of NAFLD. However, none of these sphingolipids’ changes could perfectly fit the trend of NASH disease exacerbation and indicate the severity of NASH. But So(d18:1) showed a close relationship to the disease progression of NASH by completely consistent with the trends of the changes in ALT and AST levels representing liver injury. Thus, we think So(d18:1) may be a better indicator of the progression of NASH.

Although sphingosine hasn’t been deeply discussed in many studies, there still are some studies that have found the sphingosine’s shape in metabolomics^7,8^, and they have even found that So(d18:1) in stool can be used as a biomarker to predict cirrhosis^9^. However, So(d18:1) is usually regarded just as an intermediate product of metabolism between ceramide and S1P, and in-depth mechanistic and functional research is lacking. In this study, we found that So(d18:1) can exist stably in cells at a certain concentration and will not be rapidly converted into ceramide or S1P. Our results showed that So(d18:1) can not only promote the secretion of inflammatory factors in BMDMs but can also aggravate liver inflammation and fibrosis and promote the progression of NASH in animals. Besides, we found that So(d18:1) didn’t directly promote hepatocyte death, nor did it directly induce fibrosis in LX-2 cells. So(d18:1) may still have the possibility of directly acting on other liver cell types. However, myeloid-specific HIF-2α overexpression confronted the effects of So(d18:1) on NASH largely (Fig. 5), which could demonstrate the central role of macrophages in this process.

Regarding the origin of the increased circulating So(d18:1) in NASH patients, we examined the amount of So(d18:1) in the whole liver tissue of NASH-modelled mice (Fig. S1C). It showed a downward trend within the first two weeks, but no further change in the coming 6 weeks. The metabolism of ceramide is also known to occur in the gut and adipose tissue. There are also results showing that increased levels of So(d18:1) in the feces of NASH-cirrhotic patients, which may serve as one of the biomarkers for predicting NASH-cirrhosis^9^. This also suggests that the role of microbiota in sphingolipid metabolism should not be underestimated. In summary, the increased So(d18:1) may come from damaged hepatocytes and other organs, especially the gut. Next, we will subsequently measure the levels of So(d18:1) in the gut and adipose tissue of NASH-modelled mice at different time points to further investigate the source of the increased circulating So(d18:1).

HIF is a heterodimer made up of an oxygen-sensitive α subunit and a constitutively expressed β subunit (ARNT). Under normoxic conditions, HIF-α is rapidly hydroxylated and degraded by prolyl hydroxylase (PHD). In contrast, under hypoxia, the activity of prolyl hydroxylase was inhibited, and the HIF protein was stable. HIF-2α accumulates and translocates to the nucleus and combines with ARNT to form an active transcription factor complex^17^. In NASH, HIF-1α in macrophages induced by palmitic acid damages autophagic flux and increases IL-1β production, aggravating liver injury induced by an MCD diet^18^. However, the role of HIF-2α in macrophages in the progression of NASH is still unclear. In this article, we have validated the role of HIF-2α in NASH progression using mice with macrophage-specific knockdown or overexpression of HIF-2α. Identified that HIF-2α is a potential target for intervention in NASH.

Rosalistat (FG-4592) is a mature small-molecule drug that is mainly used to treat chronic kidney disease and anaemia, but its role in metabolic diseases has not yet entered clinical trials. In our previous studies, FG-4592 injection was used to improve insulin resistance^12^. In this study, FG-4592 injection significantly reduced the levels of ALT and AST in the livers of mice, suggesting that the degree of liver injury was reduced. In addition, the expression of genes related to inflammation and fibrosis also decreased. The above results showed that FG-4592 injection can reduce the incidence of NASH. However, many articles have also clarified that the overexpression of HIF-2α in liver cells plays a worsening role in insulin resistance and fatty liver^19,20^. Continuous activation of hepatocyte HIF-2α can damage the transcription of fatty acid β-oxidation-related genes, leading to fat accumulation in the liver^20,21^. Hepatocyte HIF-2α stimulated the production of histidine-rich glycoprotein (HRGP) to activate macrophages to polarize to the M1 type, thus causing liver damage. In our study, the administration of FG-4592 can block the response-ability of proinflammatory macrophages, thus playing a protective role. After FG-4592 reaches the liver, it may indeed lead to the accumulation of lipids in the liver, but it also ensures that hepatocytes damaged by lipotoxicity will not cause further macrophage inflammation. Therefore, from the overall animal experimental data, the administration of FG-4592 still protects the liver from damage in NASH disease. In addition, FG-4592 can also act on other targets, such as adipose tissue HIF-2α, and promote the production of erythropoietin^22,23^, which will delay or even improve the disease in many chronic metabolic diseases. Of course, we are also actively seeking ways to improve FG-4592 drug delivery methods, such as using liposome encapsulation to minimize the side effects induced by FG-4592 activation of hepatocyte HIF-2α.

In summary, our study found that the active sphingolipid So(d18:1) has a good indicating ability in patients with NASH and that it can bind to HIF-2α to aggravate liver inflammation and fibrosis in NASH model mice. Macrophage-specific knockout or overexpression of HIF-2α showed that macrophage HIF-2α can reduce liver injury and can reduce intrahepatic inflammation and fibrosis. These results not only provide us with a possibility that So(d18:1), a long-chain lipid, binding transcription factor to regulate cellular immune metabolism, but also suggest that the proinflammatory function of So(d18:1) in NASH cannot be ignored. Finally, we used FG-4592 to improve inflammation and fibrosis in NASH. This study provides potential therapeutic targets and strategies for NASH.

## Methods

The use of patient samples in this research complies with the Ethics Committee of Peking University People’s Hospital (Ethics Review Approval No.: 2021PHB124-001). All animal experiments complied with the rules for the use of experimental animals, treatment and euthanasia approved by Peking University Health Science Center (permit: LA2020481).

### Human participants

The clinical patient cohorts of this study were collected from Peking University People’s Hospital. With the approval of the Ethics Committee of Peking University People’s Hospital (Ethics Review Approval No.: 2021PHB124-001), all volunteers who participated in the study signed a written informed consent form.

The inclusion criteria were as follows: NASH disease diagnosis was in accordance with the *Guidelines of Prevention and Treatment of Non-Alcoholic Fatty Liver Disease: a 2018 Update* prepared by the National Workshop on Fatty Liver and Alcoholic Liver Disease, Chinese Society of Hepatology, Chinese Medical Association; Fatty Liver Experts Committee, Chinese Medical Doctor Association. The diagnosis requires the patient to have histological evidence of diffuse hepatocyte steatosis, intrahepatic inflammation and fibrosis, and persistent serum ALT and GGT increases. Patients with alcoholic liver disease, type 3 hepatitis C virus infection, autoimmune hepatitis, hepatolenticular degeneration and drug-induced liver disease were excluded. A FibroScan liver elasticity test was performed to support the diagnosis. All patients were newly diagnosed with NASH and did not receive relevant treatment. Healthy volunteers were also recruited from Peking University People’s Hospital. They were required to have normal serum ALT and GGT levels. FibroScan indicated that their liver elasticity was normal. Their age, sex and BMI were matched to those of NASH patients. This study includes males and females, and the gender of participants was determined based on self-report.

### Animals

C57BL/6J wild-type male mice were purchased from the Department of Laboratory Animal Science, Peking University Health Science Center. *Hif2α*^fl/fl^, *Hif2α*^LSL/LSL^ and Lyz2-cre mice which carrying Cre recombinase under the control of the Lyz2 promoter were purchased from Jackson Lab. Hif2α^fl/fl^ or Hif2α^LSL/LSL^ mice were bred with Lyz2-cre mice to generate *Hif2α*^ΔLysm^ mice and LysM*Hif2α*^LSL/LSL^ mice.

Mice were randomly divided into different groups and raised in cages under standard SPF laboratory conditions with free access to water and feed. The temperature was maintained at 21-24 °C, and the humidity was maintained at 40–70%. The light was on from 08:00 to 20:00. The animal use licence number was SYXK (Beijing) 2011-0039. All animal experiments complied with the rules for the use of experimental animals, treatment and euthanasia approved by Peking University Health Science Center (permit: LA2020481).

A normal chow-diet (NCD, 1016706476803973120) was purchased from Beijing Keaoxieli Feed Co., Ltd., in which fat supplies 20% of calories for energy. The GAN diet (D09100310) was purchased from Research Diets, USA, in which fat provides 40% of calories for energy (including palm oil), fructose provides 20% of calories for energy, and 2% cholesterol is added. Mice were fed the GAN diet for 24 weeks to create the NASH model. The CDAA-HFD (A06071302) was purchased from Research Diets, USA, in which fat supplies 60% of calories for energy, and the diet contains 0.1% methionine and does not contain any added choline. Mice were fed the CDAA-HFD for 8 weeks to create the NASH model.

For the So(d18:1) intraperitoneal injection experiment, the So(d16:1) and So(d18:1) were suspended in 0.5% Carboxymethylcellulose sodium (CMC-Na) solution. 6-week-old male mice were randomly fed the CDAA-HFD for 8 weeks with vehicle (5% CMC-Na), So(d16:1) (10 mg kg^−1^ body weight) or So(d18:1) (10 mg/kg body weight) injected intraperitoneally every day. For the FG-4592 (MCE, HY-13426) intraperitoneal injection experiment, 6-week-old male mice were randomly fed the CDAA-HFD for 8 weeks with vehicle or FG-4592 (25 mg/kg body weight) injected intraperitoneally every day.

### Cell lines

The HEK293T cell line (catalogue number: GNHu44) and LX-2 cell line (catalogue number: SCSP-527) used in this study were purchased from the National Collection of Authenticated Cell Cultures.

### Primary mouse bone marrow-derived macrophage culture

Bone marrow-derived macrophages were isolated from the bone marrow of C57BL/6J wild-type mice, macrophage-specific knockout HIF-2α mice (*Hif2α*^ΔLysm^) and macrophage-specific overexpressing HIF-2α mice (LysM*Hif2α*^LSL/LSL^).

BMDMs were prepared as previously described^24^. The bone marrow collected from the femur and tibia of mice was inoculated on sterile petri dishes and cultured in RPMI 1640 containing 10% FBS, 100 units/ml penicillin, 100 mg/ml streptomycin and 10 ng/ml macrophage colony-stimulating factor (M-CSF) for 5–6 days. When activating the NLRP3 inflammasome, BMDMs were incubated with LPS (500 ng/ml, 4 h) and then were treated with nigericin (6.7 μM, 1 h).

### Separation of liver nonparenchymal cells

As mentioned earlier^25^, primary hepatic macrophages were isolated from male mice by injecting type IV collagenase into the liver. Mice were anaesthetized with isoflurane and perfused through the portal vein. Krebs buffer was used to remove blood from the liver. Then, Krebs buffer supplemented with type IV collagenase was used for digestion. After digestion, the liver was collected and rinsed with RPMI 1640. The digested liver cell suspension was passed through a 70-μm cell filter (BD). The samples were centrifuged at 50 × g for 3 min, and the supernatant was retained. The cells were centrifuged at 1200 rpm for 10 min again to precipitate the nonparenchymal cells from the supernatant.

### Flow cytometry

Isolated liver nonparenchymal cells were washed in PBS buffer containing 10% FBS, and red cells were removed. The cells were stained with specific antibody: APC/cy7 anti-CD45 (1:400, BioLegend, 157204, Clone:30-F11), FITC anti-CD11b (1:400, BioLegend, 101205, Clone: M1/70), APC anti-F4/80 (1:400, eBioscience, 17-4801-82, Clone:BM8) at 4 °C for 30 min protected from light. For intracellular staining, cells were then fixed and permeabilized using the Foxp3 Fixation/Permeabilization kit (eBioscience). Intracellular antibodies were anti-HIF-2α PE (1:400, Novus, NB100-122PE, Polyclonal). Cells were then washed with cold PBS 3 times, and analysed by flow cytometry using FACS SORP flow cytometry (BD). The data were analysed using FlowJo software (TreeStar).

### Dual-luciferase reporter assay

Cells were seeded into a 48-well plate at a density of 2 × 10^4^ per well. The luciferase constructs for the HIF response element (HRE), the oxygen-stable HIF-2α triple mutant (HIF-2α™) plasmid and the HIF-1α^TM^ plasmid (constitutively active HIF-1α triple mutants) were previously described^12,26^. To explore the effect of So(d18:1) on the transcriptional regulatory activity of HIF-2α, HIF-2α™ plasmid, p2.1 HRE-Luc plasmid and Renilla positive control plasmid mixed with Lipo8000 transfection reagent were added to each well cells. To explore the effect of So(d18:1) on the transcriptional regulatory activity of HIF-1α, HIF-1α™ plasmid, p2.1 HRE-Luc plasmid and Renilla positive control plasmid mixed with Lipo8000 transfection reagent were added to each well cells.

For the Mammalian Two-Hybrid System, the pG5 luciferase vector was co-transfected with pBIND-HIF-2α and pACT-ARNT into cells using the protocol described in the CheckMate^TM^ Mammalian Two-Hybrid System (Promega)^14^.

For the mutant assay, HIF-2α™ plasmid and mHIF-2α S304M + G323E plasmid were used. For the *Cpt1a* rHRE binding assay, the pGL3 basic vector (Promega) was cloned with the presumed rHRE1 region in the *Cpt1a* promoter upstream of the firefly luciferase gene as the reporter plasmid. The reporter plasmid, HIF-2α™ plasmid or corresponding control empty vector were transfected into HEK293T cells together. The luciferase assay was performed as previously described.

The cells were treated with a control vehicle, 2 μM HIF-2α-specific inhibitor PT2385, and 20 μM So(d18:1), So(d16:1), Sa(d18:1), So(d20:1) for 24 h, the supernatant was discarded, and the samples were gently rinsed with PBS buffer. Next, 100 μL of PLB lysis solution was added to the cells, and they were incubated at room temperature for 10 min. Ten microlitres of the cell lysate were added to a white flat-bottomed 96-well plate, and the following procedure was used in the multifunction microplate reader (Tecan): 40 μL of luciferase substrate was added, the fluorescence value was detected, and 40 μL of stop liquid was added. Finally, the ratio of the two fluorescence values was calculated.

### Mass spectrometry

Targeted lipidomics were performed according to a previous study with minor modifications^27^. Metabolic analysis of serum samples collected from NASH patients (*n* = 16) and healthy control (*n* = 16).Plasma (25 μL) or Liver tissue (20 mg) was added to 80 μL of water and homogenized for 1 min. Then, 400 μL of chloroform and methanol (v/v, 2:1) were added, and the samples were vortexed for 10 min and centrifuged at 4 °C and 12,000 rpm for 10 min. The lower layer was transferred into a new 1.5-ml tube and dried by a SpeedVac. Subsequently, 100 μL of cold methanol and isopropanol (v/v, 4:1) was added, and the tubes were vortexed for 10 min and centrifuged at 4 °C and 18,000 rpm for 10 min. The supernatant was transferred to a vial for MS detection. For plasma (100 μL), 400 μL of chloroform and methanol (v/v, 2:1) were added, and the remaining processes were the same as for liver tissue. A Waters UPLC BEH C18 column (2.1 mm (inner diameter) × 100 mm (length), 1.7 μm (particle dimension)) was used for separation. The mobile phase consisted of water (containing 5 mM ammonium acetate and 0.1% formic acid; phase A) and isopropanol:acetonitrile (1:1, v/v, containing 5 mM ammonium acetate and 0.1% formic acid; phase B) at a flow rate of 0.4 ml/min and a column temperature of 40 °C, with an injection volume of 2 µL. The UPLC and MS parameters used were chosen according to a previous study^27^.

For the quantification of ceramides, S1P and sphingosine, 25 μL of plasma or 20 mg of liver tissue was homogenized with 400 μL of chloroform and methanol (v/v, 2:1) containing 5 μM sphingosine-d7 d18:1 and 25 μM ceramide-d7 d18:1/15:0 (Avanti Polar Lipids) as the internal standards. The mixture was oscillated immediately and then centrifuged at 13,000 rpm for 20 min. The lower phase was dried using a SpeedVac. The sediment was dissolved in 100 μL of isopropanol and acetonitrile (v/v, 1:1) and analysed using the Waters Acquity UPLC coupled with the AB SCIEX QTRAP 5500 system using a Waters UPLC CSH C18 column (3.5 μm, 2.1 × 100 mm). The UPLC and MS parameters used were chosen according to a previous study^28^. The lipid metabolites were quantified using MultiQuant 2.1 (AB SCIEX).

### NAS scoring

The NAS, also known as the NAFLD activity score (NAS), is calculated as the sum of three histological components, that is, steatosis (0–3), ballooning (0–2) and lobular inflammation (0–3). Patients with NAS ≥ 5 were considered definite NASH, patients with scores of 3 or 4 were considered borderline NASH, and patients with scores of less than 3 were diagnosed as NAFL.

### Enzyme-linked immunosorbent assay (ELISA)

The levels of IL-1β (Abclonal, RK00006) and IL-18 (Abclonal, RK00104) were measured by ELISA kits according to the manufacturer’s instructions. In short, the standard or sample was added to the antibody-coated plate and incubated at 37 °C for 120 min. Bio-coupled antibody solution, avidin HRP solution and TMB substrate solution were added to the microporous plate in turn. The absorbance at 450 nm was measured within 15 min after adding the termination solution.

### LDH release detection

As for LDH release detection, we use 5 mM APAP and 20 μM So(d18:1) to treat the primary hepatocytes for 24 h. Collect the supernatant and use the LDH Cytotoxicity Assay Kit (Cat.C0016, Beyotime) to measure the cytotoxicity levels.

### Western blot and immunoprecipitation

Whole-cell lysates were prepared with RIPA buffer. The cell homogenate was incubated on ice in RIPA buffer for 15–20 min and then centrifuged at 10,000 rpm at 4 °C for 10 min. The supernatant was transferred into a new tube and mixed with 5× loading buffer. The mixture was boiled for 10 min.

For co-IP, Protein A/G PLUS agarose beads (Santa Cruz) were placed in the cell lysate supernatant. The samples were incubated upside down overnight at 4 °C. TBST buffer was used to wash 3 times. Then, 50 μL of 2× loading buffer was added to the beads and boiled for 10 min.

Each well containing 50 μg of protein lysate was separated by SDS‒PAGE, transferred to a nitrocellulose membrane, and immunoblotted at 4 °C overnight. The antibodies were anti-caspase-1 (1:1000, CST, #24232, Monoclonal), anti-cleaved-caspase-1 (1:1000, CST, #89332, Monoclonal), anti-HIF-2α (1:1000, Novus, NB100-132, Clone: ep190b), anti-HIF-1α (1:1000, Proteintech, 20960-1-AP, Polyclonal), anti-ARNT (1:1000, Santa Cruz, sc-55526, Monoclonal), anti-GAPDH (1:1000, CST, #5174, Monoclonal) and anti-β-Actin (1:1000, Abclonal, AC038, Clone: ARC5115-01). The HRP-coupled secondary antibodies used were HRP-conjugated Goat anti-Mouse IgG (H+L) (1:2000, ABclonal, AS003), and HRP-conjugated Goat anti-Rabbit IgG (H+L) (1:2000, ABclonal, AS014) antibodies and immunoblotting was carried out using a chemical imaging system (ChemiDoc, Bio-Rad).

### RT-qPCR analysis

Liver tissues were flash-frozen in liquid nitrogen and stored at −80 °C. Total RNA from frozen liver tissues was extracted using TRIzol reagent (Invitrogen). cDNA was synthesized from 2 μg of total RNA using 5× All-In-One RT MasterMix (Abm). A list of quantitative PCR (qPCR) primer sequences is provided in Supplementary Table 2. The relative amount of each mRNA was compared to the corresponding gene and normalized, and the results are expressed as fold changes relative to the control group.

### RNA sequencing and analysis

Library preparation and transcriptome sequencing were conducted by GENEWIZ LLC. The Illumina HiSeq platform was used for sequencing. For the data analysis, we first evaluated the quality of the sequence data by fastqc v0.11.9, and the sequence quality was considered to be good for subsequent analysis. Trim-galore v0.6.7 was used for adaptor trimming and low-quality reads. Clean read mapping was conducted by Hisat2 v2.2.1, and we used mm10 as the mouse reference genome. After that, gene expression was quantified by featureCounts v2.0.1. All downstream analyses were performed in R v4.2.1. We used the edgeR v3.38.4 R package for differential expression analysis. 

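For the comparison of 4 So(d18:1) with 4 control BMDM libraries, 564 of the 14514 tested genes had an unadjusted p under 0.05 and a fold change of at least 1.5 in either direction by edgeR's quasi-likelihood test. Of these, 204 were higher and 360 lower with So(d18:1), and 253 also had an adjusted p under 0.05 (83 higher and 170 lower). Without a limit on the fold change, 1298 genes had an adjusted p under 0.05 (562 higher and 736 lower), and their median absolute log2 fold change was 0.31. At an unadjusted p under 0.05 alone there were 3393 genes. The groups did not overlap in 2179 genes, 15.0% of those tested, where chance gives 2.86%. In number of genes, the count of 564 moved most when genes with few counts were kept, to 1212 of 28076 genes tested. Of these 1212, 542 were among the 564. With a fold change of at least 2 the count fell to 121.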

We set the cut-off of differentially expressed genes as follows: *p*-value of 0.05 and absolute value of fold change of 1.5. Gene Ontology (GO) enrichment analysis and transcription factor enrichment analysis were conducted by the clusterProfiler v4.4.4 R package. We used the ARCHS4 transcription factor coexpression database from the Enrichr library as the database for transcription factor enrichment analysis. The record GSE262135 has been submitted to the GEO database.

### Single-cell RNA-sequencing analysis

We downloaded the count matrix of the GSE166504 dataset from the GEO database and analysed it using R. This is a single-cell transcriptome dataset of livers where mice were fed a chow-diet, an HFHFD diet for 15 weeks, and an HFHFD diet for 30 weeks. We clustered these cells by mRNA expression level using the Seurat package, and then we annotated these cell clusters using the SingleR package.

### Statistics analysis

This study used GraphPad Prism software v.9.0. and SPSS software v.27.0 for analysis and statistics. The experimental results of this study are presented as the mean ± standard error of the mean (SEM). First, the Kolmogorov–Smirnov statistical method was used to detect the normality of all data. If the data conformed to a normal distribution, Student’s *t*-test was used to compare two groups, one-way ANOVA was used for three or more groups, and Tukey’s post-test was used for statistical analysis. If the data did not conform to a normal distribution, a nonparametric test was used. Mann–Whitney’s statistical method was used for analysis between two groups, and the Kruskal–Wallis and Dunn’s time tests were used for statistical analysis of three or more groups.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

All of the data supporting the findings of this study are included in the Article and Supplementary information. The RNA-sequencing data generated in this study have been deposited in the GEO database under accession code GSE262135. The data generated in this study are provided in the Supplementary Information/Source Data file. The Single-cell RNA-sequencing data used in this study are available in the GEO database under accession code GSE166504. Source data are provided with this paper.

# Supplementary material for: Sphingosine d18:1 promotes nonalcoholic steatohepatitis by inhibiting macrophage HIF-2α
**Source:** Nat Commun. 2024 Jun 4;15:4755. doi: 10.1038/s41467-024-48954-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Sphingosine d18:1 Promotes Nonalcoholic Steatohepatitis by Inhibiting**

### **Macrophage HIF-2 $\alpha$**

Jialin Xia<sup>1,2,3,4,7,11</sup>, Hong Chen<sup>1,2,3,4,7,11</sup>, Xiaoxiao Wang<sup>9,11</sup>, Weixuan Chen<sup>4,7</sup>, Jun Lin<sup>1,2,3</sup>,  
Feng Xu<sup>1,2,3</sup>, Qixing Nie<sup>1,2,3</sup>, Chuan Ye<sup>1,2,3</sup>, Bitao Zhong<sup>1</sup>, Min Zhao<sup>4,7</sup>, Chuyu Yun<sup>4,7</sup>,  
Guangyi Zeng<sup>1,2,3,4,7</sup>, Yuejian Mao<sup>5</sup>, Yongping Wen<sup>5</sup>, Xuguang Zhang<sup>5,6</sup>, Sen Yan<sup>4,7</sup>,  
Xuemei Wang<sup>1,2,3</sup>, Lulu Sun<sup>7,8</sup>, Feng Liu<sup>9</sup>, Chao Zhong<sup>10</sup>, Pengyan Xia<sup>10</sup>, Changtao  
Jiang<sup>1,2,3,10</sup>, Huiying Rao<sup>9\*</sup>, and Yanli Pang<sup>1,4,7\*</sup>

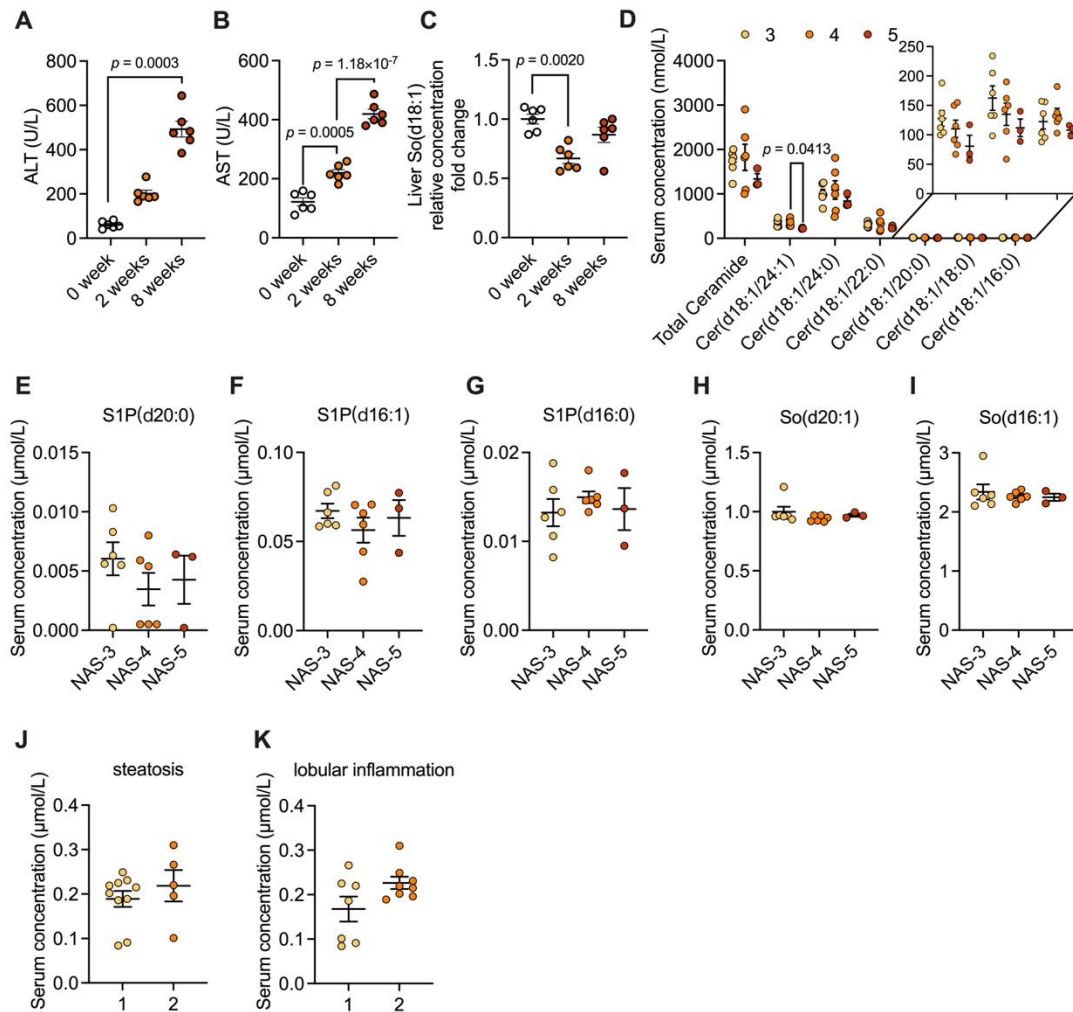

## Supplementary Figures

### Supplementary Figure 1 Serum concentration of sphingolipid in NASH patients

A-C, serum ALT (A), AST (B) and liver So(d18:1) relative concentration fold changes (C) in different time point of NASH modeling mice. D-I, levels of ceramides (D), S1Ps (E-G) and other types of sphingosines (H-I) in the serum of patients in different NAFLD stages classified by NAS scores. J, K, serum So(d18:1) concentration of patients in different steatosis stages (J) and different lobular inflammation stages (K). Patients with  $\text{NAS} \geq 5$  were considered definite NASH, patients with scores of 3 or 4 were considered borderline NASH, and patients with scores of less than 3 were diagnosed as NAFL.

Data are the means  $\pm$  s.e.m., K, statistical analysis was performed using two-tailed Student's t-tests; J, statistical analysis were performed using two-tailed Mann-Whitney U-tests. B, D, E-G, statistical analysis were performed using One-way ANOVA. A, C, Total Ceramide, Cer(d18:1/24:0) in D, H and I, statistical analysis were performed using Kruskal-Wallis test with Dunn's test.

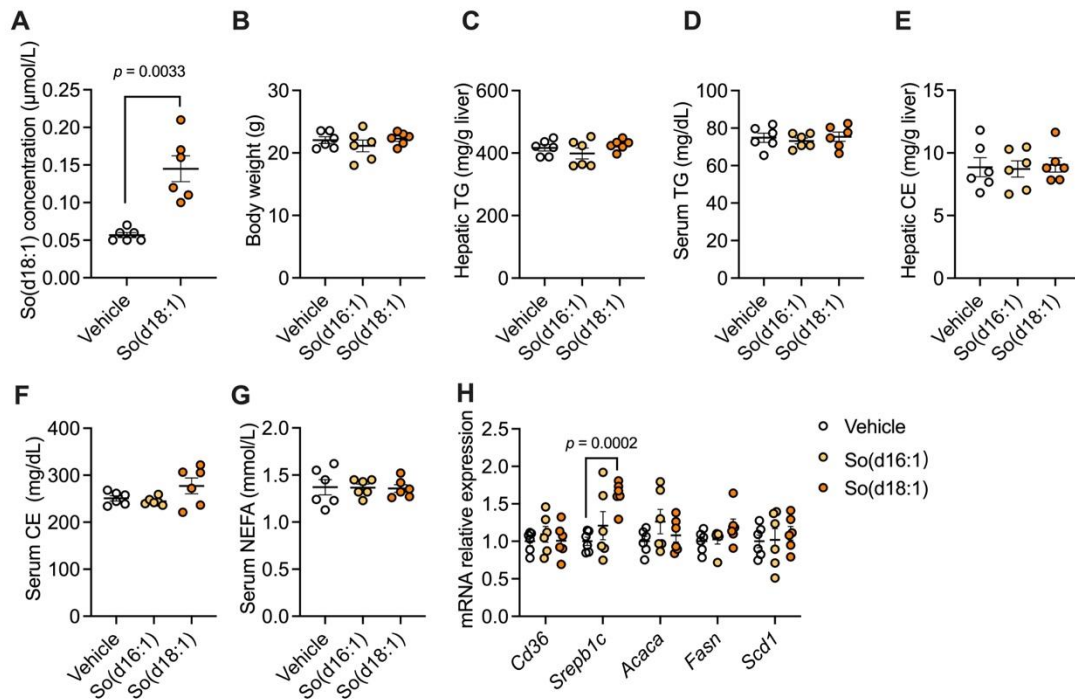

### Supplementary Figure 2 So(d18:1) could not influence the lipid metabolism in NASH progression

CDAA-HFD-fed mice were treated with vehicle, sphingosine 16:1 or sphingosine 18:1 for 8 weeks (n=6 mice/group). A, serum So(d18:1) concentration of mice injected with vehicle or sphingosine 18:1. B, body weights. C, hepatic TG. D, serum TG. E, hepatic CE. F, serum CE. G, serum NEFA. H, relative mRNA levels of genes related to lipid metabolism.

Data are the means  $\pm$  s.e.m. A, statistical analysis was performed using two-tailed Student's t-tests; B-G, statistical analysis was performed using One-way ANOVA; *Fasn* in G, statistical analysis was performed using the Kruskal-Wallis test.

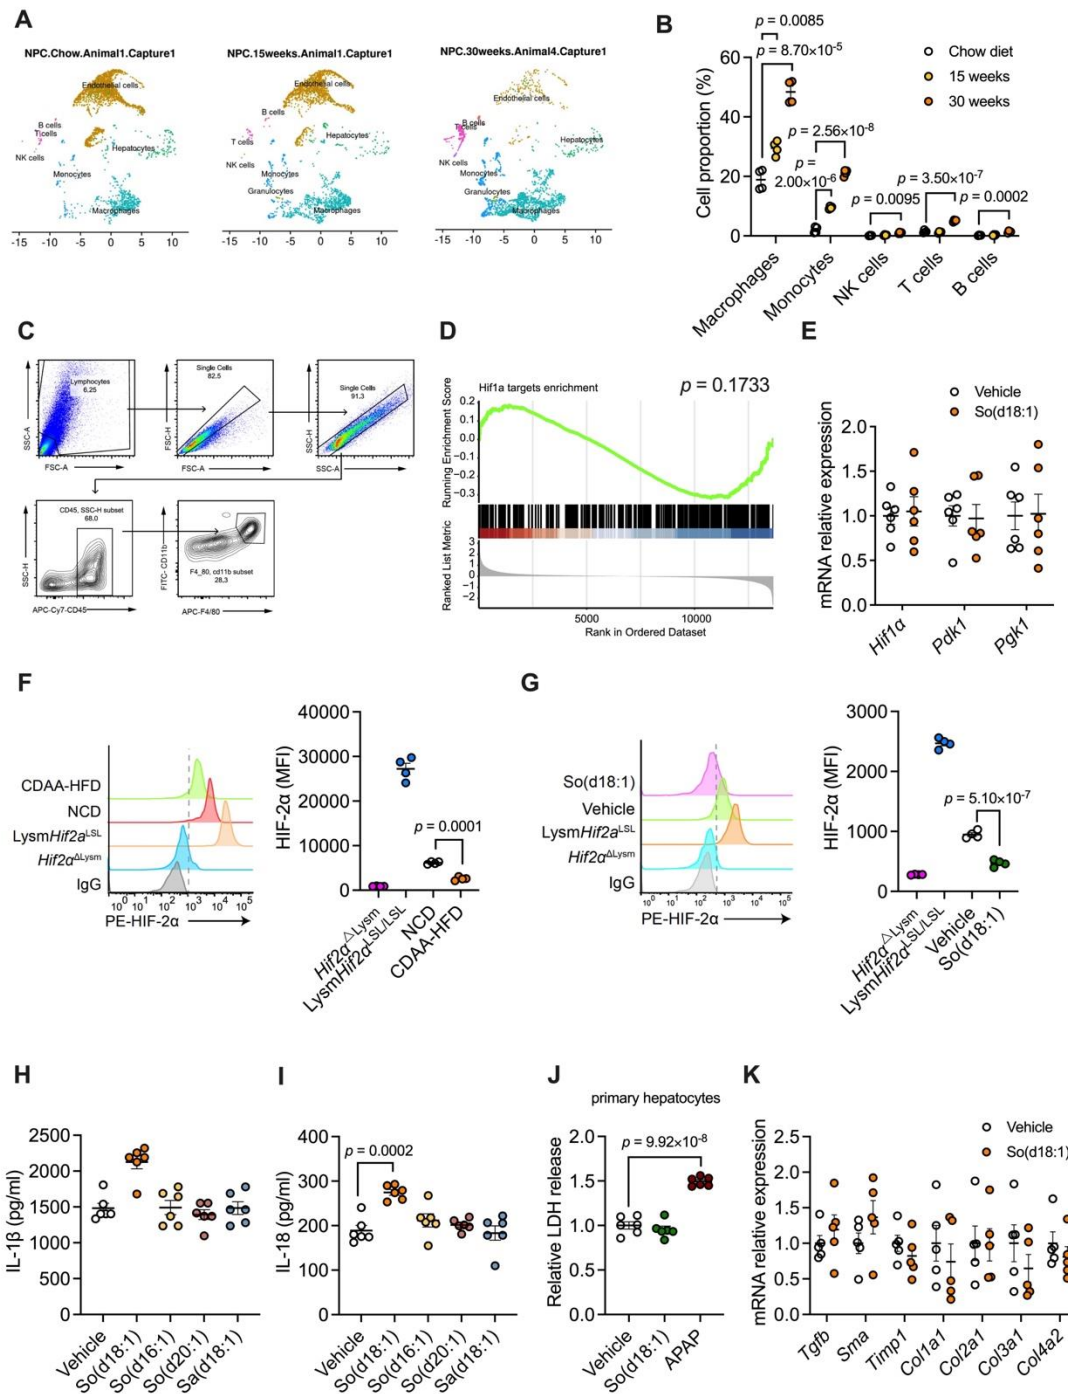

**Supplementary Figure 3 So(d18:1) inhibits HIF-2α transcription function in liver macrophages**

A and B, analyze of non-parenchymal cells subcluster single-cell RNA-sequencing data from mice fed with chow diet or HFHFD diet for 15 weeks or 30 weeks. Cell clustering changed through NASH progression (A), and macrophages and monocytes increased largely (B). (n=6). C, gating strategy of liver macrophages which were characterized as live CD45<sup>+</sup>F4/80<sup>+</sup>CD11b<sup>+</sup>. 

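Of the HIF-1α targets in BMDM given So(d18:1), 6 genes had an adjusted p under 0.05 when adjusted over the list alone and 5 when adjusted over all genes tested, of which 4 rose and 1 fell. Ddit4 rose most among them. Pgk1, on chromosome X from 106187100 to 106203699, was at 367 ± 1.64 CPM (SD, n = 4) in control and 417 ± 25.7 CPM (SD, n = 4) in So(d18:1) libraries, a log2 fold change of 0.19 (standard error 0.045, adjusted p = 0.0117, edgeR's quasi-likelihood test). Its call was lost without So(d18:1) replicate 2 (adjusted p = 0.0576), and most of its transcript is shared with other genes, Pgk1-rs7 among them, so that its count is uncertain. Pkm, with 34.4% of its transcript shared, rose from 895 ± 91.7 to 1047 ± 45.8 CPM (SD, n = 4 each), a log2 fold change of 0.23 (standard error 0.061, adjusted p = 0.0280, edgeR). Mxi1 rose with a log2 fold change of 0.17 (standard error 0.049, adjusted p = 0.0328, edgeR), and an exon of it overlaps Gm10197 on the other strand. Slc2a3 fell with a log2 fold change of -0.24 (standard error 0.067, adjusted p = 0.0265, edgeR). With one library left out, these 3 calls were lost in 5, 4 and 5 of the 8 fits, with adjusted p up to 0.114 for Pkm without So(d18:1) replicate 4, 0.107 for Mxi1 without control replicate 1 and 0.0728 for Slc2a3 without So(d18:1) replicate 3. Pdk1 had 78.1 ± 1.47 CPM in control and 85.0 ± 7.36 CPM in So(d18:1) libraries (SD, n = 4 each), a log2 fold change of 0.12 (standard error 0.055) that did not pass adjustment over all genes (adjusted p = 0.185, edgeR). It passed without So(d18:1) replicate 2, with a log2 fold change of 0.18 (adjusted p = 0.0377, edgeR).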

D, *Hif1a* targets enrichment had no change after So(d18:1) treatment. (n=4). E, relative mRNA levels of *Hif1a* and its downstream target genes in

macrophages treated with vehicle or So(d18:1). (n=6). F, flow cytometric and statistical analysis of HIF-2a in liver macrophages from chow diet or CDAA-HFD diet fed wild-type mice. (n=4 per group). The signal of HIF2a of BMDMs isolated from LysMHif2 $\alpha$ <sup>LSL/LSL</sup> and Hif2 $\alpha$  <sup>$\Delta$ LysM</sup> BMDMs were used as positive and negative control. G, flow cytometric and statistical analysis of HIF-2a in liver macrophages from CDAA-HFD diet fed mice treated with vehicle (5% CMC-Na) and So(d18:1). (n = 4 per group). The signal of HIF2a of BMDMs isolated from LysMHif2 $\alpha$ <sup>LSL/LSL</sup> and Hif2 $\alpha$  <sup>$\Delta$ LysM</sup> BMDMs were used as positive and negative control. H and I, protein level of IL-1 $\beta$  (H), IL-18 (I) from BMDMs treated with vehicle, So(d18:1), So(d16:1), So(d20:1) or Sa(d18:1) under NLRP3 inflammasome stimulation. (n=6). J, Cell viability was determined by LDH release. Primary hepatocytes were treated with vehicle, So(d18:1) (20  $\mu$ M) or APAP (5 mM) for 24 h. n = 5. K, relative mRNA levels of genes related to fibrosis in LX-2 cells treated with vehicle or So(d18:1). (n=6).

Data are the means  $\pm$  s.e.m. B, F, G, I, J, statistical analysis was performed using One-way ANOVA. E, K, statistical analysis was performed using two-tailed Student's t-tests. H, statistical analysis was performed using the Kruskal-Wallis test.

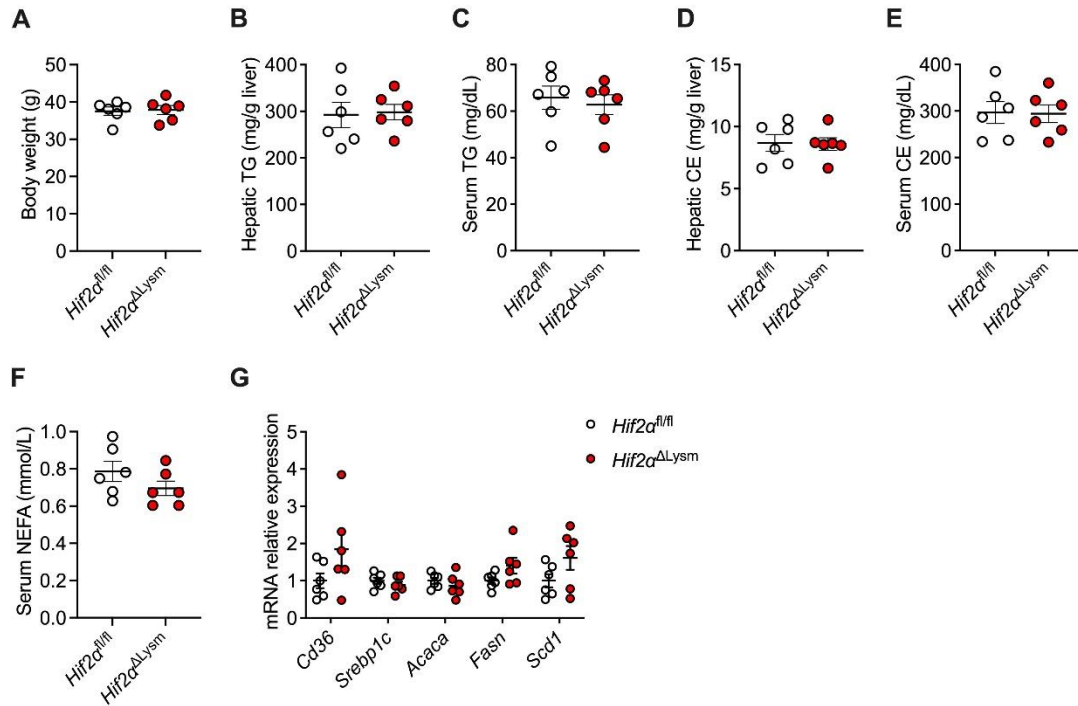

**Supplementary Figure 4 HIF-2 $\alpha$  KO in macrophages didn't affect lipid metabolism in liver.**

Eight-week-old male *Hif2α<sup>fl/fl</sup>* and *Hif2α<sup>ΔLysm</sup>* mice were administered a GAN diet for 24 weeks (SPF, n=6 mice/group). A, body weights. B, hepatic TG. C, serum TG. D, hepatic CE. E, serum CE. F, serum NEFA. G, relative mRNA levels of genes related to lipid metabolism.

Data are the means  $\pm$  s.e.m. A-G, statistical analysis was performed using two-tailed Student's t-tests.

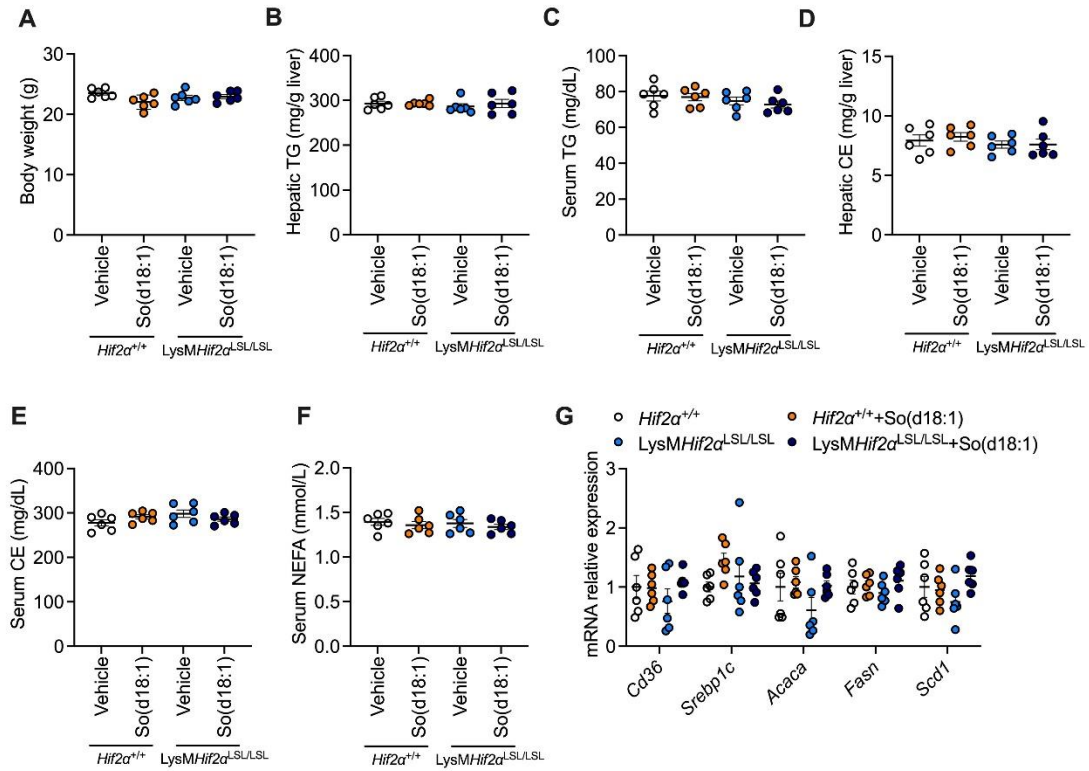

### Supplementary Figure 5 HIF-2 $\alpha$ overexpression in macrophages didn't affect lipid metabolism

Eight-week-old male  $Hif2\alpha^{+/+}$  and  $LysMHif2\alpha^{LSL/LSL}$  mice were treated with or without So(d18:1) by daily intraperitoneal injection under CDAA-HFD for 8 weeks (SPF, n=6 mice/group). A, body weights. B, hepatic TG. C, serum TG. D, hepatic CE. E, serum CE. F, serum NEFA. G, relative mRNA levels of genes related to lipid metabolism.

Data are the means  $\pm$  s.e.m. A, C-G, statistical analysis was performed using one-way ANOVA. B, statistical analysis was performed using the Kruskal-Wallis test.

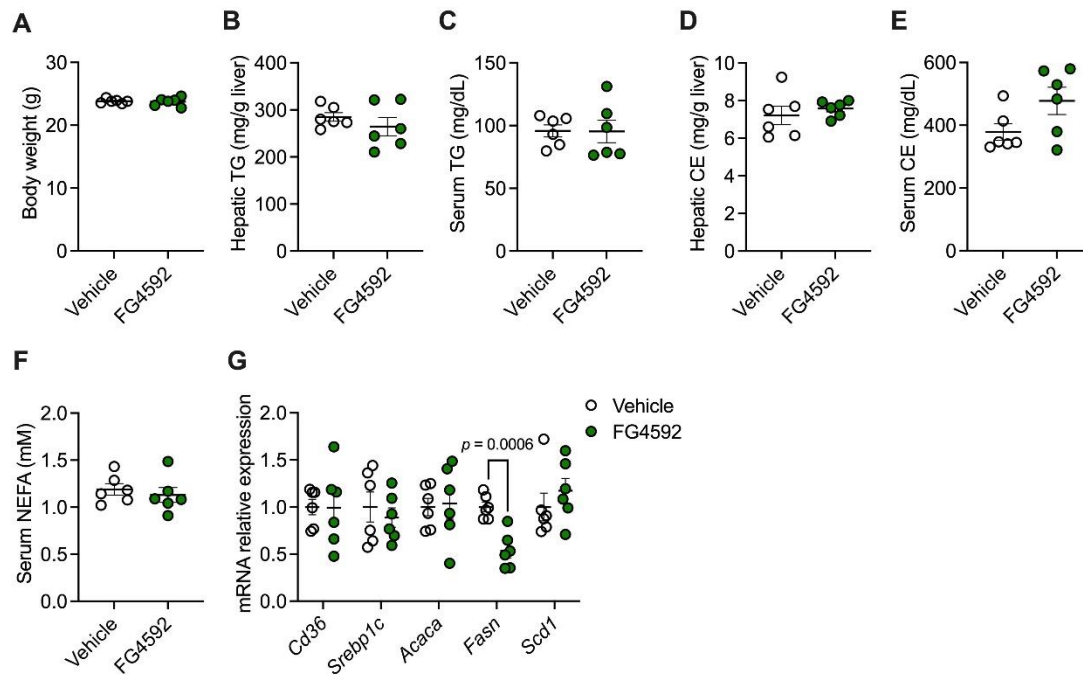

### Supplementary Figure 6 FG-4592 didn't affect lipid metabolism

CDAA-HFD-fed mice were treated with vehicle or FG-4592 for 8 weeks (n=6 mice/group). A, body weights. B, hepatic TG. C, serum TG. D, hepatic CE. E, serum CE. F, serum NEFA. G, relative mRNA levels of genes related to lipid metabolism.

Data are the means  $\pm$  s.e.m. A-D, F-G, statistical analysis was performed using two-tailed Student's t-tests. E, *Scd1* in G, statistical analysis was performed using two-tailed Mann-Whitney U-tests.

**Supplementary Table 1 Demographic characteristics of the subjects in clinical patient cohort.**

|                          | Healthy volunteer | NASH patient   | p value               |
|--------------------------|-------------------|----------------|-----------------------|
| Female sex (%)           | 50                | 50             |                       |
| Age (y)                  | 45.63 ± 14.97     | 43.00 ± 14.53  | 0.6184                |
| BMI (kg/m <sup>2</sup> ) | 21.68 ± 1.94      | 27.64 ± 5.14   | 0.0003                |
| TG (mmol/L)              | 0.98 ± 0.36       | 1.66 ± 0.59    | 0.0006                |
| TC (mmol/L)              | 4.91 ± 1.06       | 5.07 ± 1.19    | 0.6849                |
| ALT (U/L)                | 16.44 ± 5.92      | 106.63 ± 56.80 | 1.25*10 <sup>-5</sup> |
| GGT (U/L)                | 22.31 ± 11.38     | 91.44 ± 79.70  | 3.08*10 <sup>-5</sup> |
| AST (U/L)                | 21.06 ± 5.30      | 66.38 ± 20.34  | 1.37*10 <sup>-6</sup> |
| Fibroscan (CAP)          | 180.88 ± 43.14    | 274.88 ± 73.10 | 0.0002                |

This table shows the general information of healthy volunteers and NASH patients. There ages and gender are totally matched. The data were shown as mean ± SD. Age (y), BMI (kg/m<sup>2</sup>), TG (mmol/L), TC (mmol/L), ALT (U/L) p=0.00001249, statistical analysis was performed using two-tailed Student's t-tests. GGT (U/L), p=0.00003082, AST (U/L), p=1.3718\*10<sup>-6</sup>, Fibroscan (CAP), statistical analysis was performed two-sided using Mann-Whitney U-tests.

**Supplementary Table 2 RT-qPCR primers**

| Genes             | Primer sequences                |
|-------------------|---------------------------------|
| <i>Hif2a</i> Fwd  | 5'-CTGAGGAAGGAGAAATCCCGT-3'     |
| <i>Hif2a</i> Rev  | 5'-TGTGTCCGAAGGAAGCTGATG-3'     |
| <i>Arg1</i> Fwd   | 5'-AAGAATGGAAGAGTCAGTGTGG-3'    |
| <i>Arg1</i> Rev   | 5'-GGGAGTGTTGATGTCAGTGTG-3'     |
| <i>VEGF</i> Fwd   | 5'-GGAGATCCTTCGAGGAGCACTT-3'    |
| <i>VEGF</i> Rev   | 5'-GGCGATTTAGCAGCAGATATAAGAA-3' |
| <i>Spint</i> Fwd  | 5'-GTCGGCGTATGGCTCCTT-3'        |
| <i>Spint</i> Rev  | 5'-GCTTCGGTGTCCAGCACAA-3'       |
| <i>Depdc7</i> Fwd | 5'-AGCAGAGCTCCTGGTAAATGG-3'     |
| <i>Depdc7</i> Rev | 5'-AGCCGTCTAAACTCCTCCCT-3'      |
| <i>Il10</i> Fwd   | 5'-ACCTGCTCCACTGCCTTGCT-3'      |
| <i>Il10</i> Rev   | 5'-GGTTGCCAAGCCTTATCGGA-3'      |
| <i>Tnfa</i> Fwd   | 5'-AGGGTCTGGGCCATAGAACT-3'      |
| <i>Tnfa</i> Rev   | 5'-CCACCACGCTCTTCTGTCTAC-3'     |
| <i>Il1b</i> Fwd   | 5'-AAGAGCTTCAGGCAGGCAGTATCA-3'  |
| <i>Il1b</i> Rev   | 5'-TGCAGCTGTCTAGGAACGTCA-3'     |
| <i>Il6</i> Fwd    | 5'-TAGTCCTTCCTACCCCAATTTC-3'    |
| <i>Il6</i> Rev    | 5'-TTGGTCCTTAGCCACTCCTTC-3'     |
| <i>Ccl2</i> Fwd   | 5'-TTAAAAACCTGGATCGGAACCAA-3'   |
| <i>Ccl2</i> Rev   | 5'-GCATTAGCTTCAGATTACGGGT-3'    |
| <i>F4/80</i> Fwd  | 5'-GGATGTACAGATGGGGGATG-3'      |
| <i>F4/80</i> Rev  | 5'-CATAAGCTGGGCAAGTGGTA-3'      |
| <i>Tgfb</i> Fwd   | 5'-GTCAGTGGAGTTGTACGGCA-3'      |
| <i>Tgfb</i> Rev   | 5'-GGGCTGATCCCGTTGATTTC-3'      |
| <i>Sma</i> Fwd    | 5'-CCAGCCATCTTTCATTGGGATG-3'    |
| <i>Sma</i> Rev    | 5'-TACCCCTGACAGGACGTTG-3'       |
| <i>Timp1</i> Fwd  | 5'-CCTTTGCATCTCTGGCATCT-3'      |
| <i>Timp1</i> Rev  | 5'-CTCGTTGATTCTGGGGAAC-3'       |
| <i>Colla1</i> Fwd | 5'-TAGGCCATTGTGTATGCAGC-3'      |
| <i>Colla1</i> Rev | 5'-ACATGTTTCAGCTTGTGGACC-3'     |
| <i>Col2a1</i> Fwd | 5'-TGAGGTCTGGGTAAAGGCAA-3'      |

|                    |                               |
|--------------------|-------------------------------|
| <i>Col2a1</i> Rev  | 5'-GTATGAGGTCACCGTCCAGG-3'    |
| <i>Col3a1</i> Fwd  | 5'-TAGGACTGACCAAGGTGGCT-3'    |
| <i>Col3a1</i> Rev  | 5'-GGAACCTGGTTTCTTCTCACC-3'   |
| <i>Col4a1</i> Fwd  | 5'-CACATTTTCCACAGCCAGAG-3'    |
| <i>Col4a1</i> Rev  | 5'-GTCTGGCTTCTGCTGCTCTT-3'    |
| <i>Col4a2</i> Fwd  | 5'-GCCCTGTAGTCCTGGGAATC-3'    |
| <i>Col4a2</i> Rev  | 5'-CCAGTGCTACCCGGAGAAA-3'     |
| <i>Col5a2</i> Fwd  | 5'-CATGGAGAAGGTTTCCAAATG-3'   |
| <i>Col5a2</i> Rev  | 5'-AAAGCCCAGGAACAAGAGAA-3'    |
| <i>Cd36</i> Fwd    | 5'-AGATGACGTGGCAAAGAACAG-3'   |
| <i>Cd36</i> Rev    | 5'-CCTTGGCTAGATAACGAACTCTG-3' |
| <i>Srebp1c</i> Fwd | 5'-GGAGCCATGGATTGCACATT-3'    |
| <i>Srebp1c</i> Rev | 5'-GCTTCCAGAGAGGAGGCCAG-3'    |
| <i>Acaca</i> Fwd   | 5'-ATGGGCGGAATGGTCTCTTTC-3'   |
| <i>Acaca</i> Rev   | 5'-TGGGGACCTTGTCTTCATCAT-3'   |
| <i>Fasn</i> Fwd    | 5'-GGAGGTGGTGATAGCCGGTAT-3'   |
| <i>Fasn</i> Rev    | 5'-TGGGTAATCCATAGAGCCCAG-3'   |
| <i>Scd1</i> Fwd    | 5'-TTCTTGCGATACTCTGGTGC-3'    |
| <i>Scd1</i> Rev    | 5'-CGGGATTGAATGTTCTTGTCGT-3'  |
| <i>β-Actin</i> Fwd | 5'-GGCTGTATTCCCCTCCATCG-3'    |
| <i>β-Actin</i> Rev | 5'-CCAGTTGGTAACAATGCCATGT-3'  |

---

# Supplementary material for: Sphingosine d18:1 promotes nonalcoholic steatohepatitis by inhibiting macrophage HIF-2α
**Source:** Nat Commun. 2024 Jun 4;15:4755. doi: 10.1038/s41467-024-48954-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All of the data supporting the findings of this study are included in the Article and Supplementary information. The RNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE262135 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE262135>]. The data generated in this study are provided in the Supplementary Information/Source Data file. The Single-cell RNA sequencing data used in this study are available in the GEO database under accession code GSE166504 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166504>]. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

and the pathophysiology of common human diseases. Advances in Experimental Medicine and Biology. Theoretical MW : 96.5 kDa. Disclaimer note: The observed molecular weight of the protein may vary from the listed predicted molecular weight due to post translational modifications, post translation cleavages, relative charges, and other experimental factors.

- anti-ARNT (1:1000, Santa Cruz, sc-55526, Monoclonal), <https://www.scbt.com/p/arnt-1-antibody-h-10>, Arnt 1 Antibody (H-10) is a mouse monoclonal IgG1  $\kappa$ , cited in 17 publications, provided at 200  $\mu\text{g}/\text{ml}$ , 17 citations in various scientific publications.
- anti-GAPDH (1:1000, CST, #5174, Monoclonal), <https://www.cellsignal.cn/products/primary-antibodies/gapdh-d16h11-xp-rabbit-mab/5174>, GAPDH (D16H11) XP<sup>®</sup> Rabbit mAb detects endogenous levels of total GAPDH protein.
- anti- $\beta$ -Actin (1:1000, Abclonal, AC038, Clone:ARC5115-01), <https://abclonal.com.cn/catalog/AC038>, Affinity purification. Buffer: PBS with 0.05% proclin300, 0.05% BSA, 50% glycerol, pH7.3.
- APC/cy7 anti-CD45 (1:400, BioLegend, 157204, Clone:30-F11), <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd45-antibody-2530?GroupID=BLG1932>, Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is = 0.25  $\mu\text{g}$  per 106 cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.
- FITC anti-CD11b (1:400, BioLegend, 101205, Clone: M1/70), <https://www.biolegend.com/en-gb/products/fitc-anti-mouse-human-cd11b-antibody-347>, Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is  $\leq$  0.25  $\mu\text{g}$  per 106 cells in 100  $\mu\text{l}$  volume. It is recommended that the reagent be titrated for optimal performance for each application.
- APC anti-F4/80 (1:400, eBioscience, 17-4801-82, Clone:BM8), <https://www.thermofisher.cn/cn/zh/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/17-4801-82>. The BM8 antibody has been tested by flow cytometric analysis of mouse resident peritoneal exudate cells. This can be used at less than or equal to 2  $\mu\text{g}$  per test. A test is defined as the amount ( $\mu\text{g}$ ) of antibody that will stain a cell sample in a final volume of 100  $\mu\text{L}$ . Cell number should be determined empirically but can range from  $10^5$  to  $10^8$  cells/test. It is recommended that the antibody be carefully titrated for optimal performance in the assay of interest.
- anti-HIF-1 $\alpha$  (1:1000, Proteintech, 20960-1-AP, Polyclonal), <https://www.ptgcn.com/Products/HIF1A-Antibody-20960-1-AP.htm>, 20960-1-AP targets HIF-1  $\alpha$  in WB, IP, IHC, IF, FC, CoIP, ChIP, Cell treatment, ELISA applications and shows reactivity with human samples.
- anti-HIF-2 $\alpha$  PE (1:200, Novus, NB100-122PE, Polyclonal), [https://www.novusbio.com/products/hif-2-alpha-epas1-antibody\\_nb100-122pe](https://www.novusbio.com/products/hif-2-alpha-epas1-antibody_nb100-122pe), Use in Mouse reported in scientific literature (PMID:337581761F: 7.0 Q2 ).
- HRP-conjugated Goat anti-Mouse IgG (H+L) (1:2000, Abclonal, AS003), <https://abclonal.com.cn/catalog/AS003>
- HRP-conjugated Goat anti-Rabbit IgG (H+L) (1:2000, Abclonal, AS014), <https://abclonal.com.cn/catalog/AS014>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

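BMDM from mice were treated with So(d18:1) or methanol vehicle, and RNA from 4 libraries of each group was sequenced. The labels give 2 μM So(d18:1) and 6 h. The authors trimmed reads with Trim-galore 0.6.7, aligned them with Hisat2 2.2.1 to mm10 and counted them on genes with featureCounts 2.0.1. The values the authors deposited are whole-number counts per Ensembl gene and library, not normalized. One table held all 8 libraries, and each of its columns was matched to a library by its name.

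The table lists 55357 genes, and 52081 of their identifiers carry a symbol in GENCODE release 21 of the mouse annotation (GRCm38, the build called mm10). Identifiers without a symbol held 0.169% to 0.325% of the counts. Total counts lay between 17748397 and 26088609 per library, with a median of 22926576. The precision is set by the 4 libraries per group: an exact permutation test of 4 against 4 cannot give a two-sided p under 0.0286.

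Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, where the authors used edgeR 3.38.4. Genes were filtered by filterByExpr, which left 14514, scaled by TMM and tested by the quasi-likelihood F test with robust dispersion. The standard error is the absolute log2 fold change divided by the square root of F. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted, as were genes with an unadjusted p under 0.05 and a fold change of at least 1.5, the threshold in the paper's methods. A prior count of 2 was used for log2 CPM. CPM are given as mean ± SD of the 4 libraries.

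The GO and ARCHS4 sets that the authors used with clusterProfiler 4.4.4 were not used here. The following choices were made before the data were examined: 13 hand-written gene lists (hypoxia, HIF-2α targets, HIF-1α targets, cholesterol synthesis, LXR targets, lysosome, NF-kB, interferon response, ATF4 stress, NRF2 targets, NLRP3 inflammasome, sphingolipid metabolism and cell cycle), 6 lists of cell type markers, the tests, the alternatives to the processing and the rule for naming genes. The rule names the genes the paper names, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups, and the genes with the smallest p in the hypoxia and HIF lists and in other lists that passed. Genes named outside this rule are said to have been chosen after their values were seen. Lists were tested by camera with a preset correlation of 0.01, by fry, by camera with an estimated correlation, and by preranked enrichment with fgsea 1.28.0 (100000 permutations). Reactome sets of 10 to 300 tested genes were tested by camera.

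The alternatives were DESeq2's size factors, upper quartile scaling and library size alone in place of TMM, no filter on low counts, at least 10 counts in every library, the replicate number as a block, edgeR's exact and likelihood ratio tests, the Wald test of DESeq2 1.42.0, limma-voom, a fold change of at least 2, and each library left out in turn. Counts drawn down at random to the smallest library were added after seeing the data, as were an AHR battery, a second list of neutrophil genes and a division of the cell cycle list into S-phase and other genes. The model was also fitted to each of the 35 divisions of the 8 libraries into 4 and 4.

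The count model was tested on simulated data. Of 14514 simulated genes, 14324 were tested, and 170 of the 196 tested genes made with a known change were called (86.7%). Among these 196, 128 had an absolute log2 fold change of at least 1, of which 120 were called. A list of genes was also shifted by a smaller known change, and 19 of its 23 tested genes were called. Of the 196 calls in all, 7 were unchanged genes (3.57% of calls). The simulated changes were larger than the median absolute log2 fold change of 0.31 among genes called in the data. Simulated genes were also drawn independently of each other. These shares therefore do not give the power or error for smaller changes or for genes that vary together. Sequence shared between genes was measured as the percent of 50-base words of a gene's transcripts that occur in another gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The paper's qPCR values were read from its source data and used only for the comparison with the paper. Its other experiments were not analysed here.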

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

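For the 10 genes with the largest changes, the tests with one library left out and of shared sequence were chosen only after the result was seen, as were, for the cell cycle list, those of one library and of a larger share of dividing cells.

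One library stood apart from the other 3 of its group in 10 of 180 groups examined, where chance gives 9, by Dixon's ratio of the gap to the nearest library over the range of the group. In control libraries this ratio was 0.979 for Adra1a, at a log2 CPM of 2.42 in control replicate 3 against 1.56 to 1.58 in the others, and 0.938 for Ccl2, at 2.57 in control replicate 3 against 2.11 to 2.14. It was 0.870 for Ctsl, at 10.25 in control replicate 4 against 10.37 to 10.39, 0.841 for Cyp1b1, at 0.67 in control replicate 1 against 0.99 to 1.05, and 0.864 for Nqo1, at 0.53 in control replicate 1 against 1.16 to 1.26. In So(d18:1) libraries it was 0.832 for Adgre1, at 11.17 in So(d18:1) replicate 4 against 11.06 to 11.08, 0.843 for Arg1, at 3.15 in replicate 4 against 3.31 to 3.34, and 0.872 for Ugt1a7c, at 6.82 in replicate 3 against 6.90 to 6.91. The mean log2 CPM of the interferon response list had a ratio of 0.848, at 6.07 in So(d18:1) replicate 3 against 5.62 to 5.69, and that of the macrophage markers 0.849, at 10.00 in replicate 4 against 9.91 to 9.93. Without control replicate 3 the log2 fold change of Adra1a was -0.80 and that of Ccl2 -0.20. No explanation, technical or biological, was tested for single libraries, and their number is what chance gives.

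The paper does not report on 9 of the 10 genes with the largest changes. Acpp rose with a log2 fold change of 1.96 (standard error 0.079, adjusted p = 7.4e-13, edgeR's quasi-likelihood test). Vcan rose from 44.8 ± 9.14 to 146.8 ± 6.75 CPM (SD, n = 4 each), a log2 fold change of 1.72, Jaml rose with 1.66 and Ly6a with 1.57. Fat3 fell with a log2 fold change of -1.18 (adjusted p = 0.0111, edgeR), Pdgfc with -1.17, Stab2 with -1.16, Mgl2 with -1.16 and Adra1a with -1.07. Exons of Jaml, Pdgfc and Stab2 overlap genes on the other strand, and 14.55% of the Jaml transcript is shared with Gm10684. The tenth gene is Spint1. After removal of the trend of log2 fold change on GC content and length, which held 0.877% of the variance over the 99.6% of tested genes with a value, the median absolute log2 fold change of the 10 genes was 1.39, from 1.38 before. All 10 had an adjusted p under 0.05 with each library left out in turn (highest 0.0438, Fat3) and under each of the other scalings run (10 of 10 genes). Neither result says anything on the cause, since the genes were chosen by their adjusted p and for groups that do not overlap and the scalings move all genes nearly alike. The highest share of a transcript found in other genes was 16.5%, for Mgl2 with Clec10a. Clec10a, chosen after its values were seen, fell with a log2 fold change of -1.05. The values for GC content and length argue against each of these sources as the whole cause. Shared sequence is argued against for Acpp, Fat3, Spint1 and Vcan, with 0% of the transcript shared. It stays open for Mgl2, since Clec10a was counted at 86.1 CPM in control libraries against 11.1 CPM for Mgl2. For the other genes the level of the sharing genes was not compared. A response of the cells to So(d18:1) is a candidate explanation, while RNA from other cells, and any difference in how the cultures of the groups were handled, were not tested for these genes and stay open.

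The paper's text and the terms shown in its Fig. 3C do not name the processes of 4 lists that passed camera, although broader terms on the immune response are shown there and may share genes with the interferon response list. The lysosome list (38 genes) had a median log2 fold change of -0.072 with 25 genes lower (adjusted p = 0.0144, limma's camera), with 18 genes under 0.05 when adjusted over the list alone and 14 over all genes tested. Its genes did not move as one: Ctsl rose with a log2 fold change of 0.47, with 28.1% of its transcript shared with other genes, while Fnip2 fell with -0.42 and Atp6v0a1 with -0.30. The list no longer passed without So(d18:1) replicate 1 (adjusted p = 0.0785, camera) or replicate 3 (adjusted p = 0.0864, camera), and its median was -0.042 without control replicate 3. Over its other alternatives the adjusted p lay between 0.00384 and 0.680. The interferon response list (30 genes) had a median of 0.14 with 22 genes higher (adjusted p = 8.5e-04, camera), with 3 genes under 0.05 in either adjustment, Gbp3 (0.64), Gbp2 (0.68) and Oas3 (0.46). The call of Oas3 was lost without control replicate 3 (adjusted p = 0.110, edgeR) or So(d18:1) replicate 2 (adjusted p = 0.0509, edgeR). Without So(d18:1) replicate 3 its median was 0.023 (adjusted p = 0.214, camera), so that this library decides the call. Over the fits with one library left out its adjusted p lay between 9.3e-06 and 0.214, and over the other alternatives between 3.6e-07 and 0.680. Without control replicate 4 its median was 0.056 (adjusted p = 0.0446, camera). The NRF2 list (17 genes) had a median of 0.12 with 14 genes higher (adjusted p = 8.5e-04, camera), with 8 genes under 0.05 when adjusted over the list alone and 6 over all genes tested, Nqo1 (1.29), Osgin1 (0.44) and Gsr (0.25) having the smallest p, and the call of Gsr was lost without So(d18:1) replicate 4 (adjusted p = 0.0562, edgeR). Under fry or an estimated correlation none of the 5 lists that passed camera, these 3, HIF-1α targets and cell cycle, passed after adjustment. At an unadjusted p under 0.05, 2 of them passed under fry, lysosome (p = 0.0366) and cell cycle (p = 0.0461), and 0 under an estimated correlation. By the mean log2 CPM of each list over 4 against 4 libraries, exact permutation tests gave p = 0.0571 for lysosome, p = 0.543 for interferon response and p = 0.114 for NRF2. No technical explanation beyond the alternatives to the processing was tested for these 3 lists.

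The cell cycle list (25 genes) had a median log2 fold change of 0.60 with 21 genes higher (adjusted p = 4.7e-08, camera), with 6 genes under 0.05 when adjusted over the list alone and 1 over all genes tested, Aurkb (0.48, adjusted p = 0.0174, edgeR). The call of Aurkb was lost in 4 of the 8 fits with one library left out, with an adjusted p of up to 0.0665 without So(d18:1) replicate 2. Its mean log2 CPM was higher in each So(d18:1) library than in each control library (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow, and 0.248 after adjustment over 13 lists). The median was 0.60 after removal of the trend on GC content and length. Camera's adjusted p was at most 6.5e-07 with each library left out in turn, but without So(d18:1) replicate 2 the median was 0.39. These values argue against GC content and a single library as the whole cause. A larger share of dividing cells would raise S-phase genes as well. The 7 S-phase genes of the list had a median of -0.060, between -0.30 and 0.33, while the other 18 had a median of 0.69, between 0.26 and 0.99. The change in mean log2 CPM differed between these parts by 0.69 (exact permutation test over 4 against 4 libraries, p = 0.0286). This difference argues against a uniform rise in dividing cells. In Reactome, mitotic prometaphase (99 genes) had a median of 0.12 and passed camera over 809 sets (adjusted p = 0.00101), but had 0.213 with an estimated correlation and 0.0658 under fry, both before adjustment. DNA strand elongation (32 genes) had a median of 0.055 (adjusted p = 0.658, camera). More cells in mitosis, or a change in mitotic transcripts at a given share of dividing cells, may be involved, and neither was tested.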

How the results depend on the processing

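Counts drawn down to the smallest library were chosen after seeing the data. Over the alternatives other than leaving out a library, the call and direction of named genes were the same in 654 of 707 comparisons, 48 were newly past the threshold and 5 reversed. Of 176 comparisons for lists and counts, 153 were the same.

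Genes with an adjusted p under 0.05 numbered between 1198 (drawn down, 1124 of them among the 1298) and 1784 over these alternatives. Leaving out a library gave from 815 (without So(d18:1) replicate 2) to 1370 (without control replicate 2), with fewer samples in the fit. At the paper's threshold there were 253 genes when p was adjusted, 121 at a fold change of at least 2 and 1212 without a filter on low counts, each by construction, 391 with at least 10 counts in every library, and from 471 to 668 with one library left out. The share of higher genes among those with an adjusted p under 0.05 was 43.3% with TMM and between 34.9% and 45.9% under the other scalings, whose median log2 fold change of all genes lay between -0.0085 and 0.010.

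The replicate number as a block gave 1784 genes with an adjusted p under 0.05 and 576 at the paper's threshold, and changed no call of a list. Of the 71 named genes it newly brought 9 past the threshold (Ahr, Birc5, Bub1, Casp1, Cd74, H2-Ab1, Lcn2, Ltf and Ngp). The deviations of libraries with the same number correlated at -0.0035, 0.10, 0.033 and 0.0091, so the numbers do not pair the libraries.

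Under camera with an estimated correlation and under fry, 5 lists no longer passed at unchanged medians (cell cycle 0.60, HIF-1α targets 0.071, interferon response 0.14, lysosome -0.072 and NRF2 0.12). By fgsea the HIF-1α (1.40), lysosome (-1.10) and NRF2 (1.53) scores did not pass after adjustment, and the hypoxia score was of the other sign (-0.65). Ranked by the signed square root of F, HIF-1α targets passed without adjustment (1.63, permutation p = 0.0161). So did lysosome (-1.65, permutation p = 0.00880) and NRF2 (1.98, permutation p = 0.00126). The hypoxia score by that ranking was 1.21 (permutation p = 0.172), of the same sign as its median. The hypoxia enrichment moved to the other side of 1 (1.22-fold) with genes picked by adjusted p. HIF-2α targets passed with at least 10 counts in every library (-0.065, adjusted p = 0.0308 by camera, between 0.0308 and 0.718 over its alternatives) and ATF4 stress without a filter (0.079, adjusted p = 0.0106 by camera, between 0.0106 and 0.680 over its alternatives). The limit of 10 counts removed Spint1, the largest rise among the HIF-2α targets. The sphingolipid median changed sign with library size alone (0.0062) and without a filter (0.0041). So did Arg1 with upper quartile scaling (-0.00088), Cpt1a with that scaling (-0.0083) and with at least 10 counts (-0.0022), and Xdh with library size alone (0.0062) and without a filter (0.0029). The cause was not tested.

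Over the 8 fits with one library left out, medians ranged from 0.012 to 0.083 for hypoxia, -0.13 to -0.052 for HIF-2α targets, 0.035 to 0.12 for HIF-1α targets, 0.031 to 0.11 for ATF4 stress, -0.11 to -0.052 for LXR targets, -0.083 to -0.042 for lysosome, 0.023 to 0.18 for interferon response and -0.032 to 0.029 for sphingolipid metabolism. By camera's adjusted p, HIF-1α targets no longer passed without control replicate 1 (0.135), control replicate 2 (0.0827), So(d18:1) replicate 3 (0.0683) or replicate 4 (0.106), lysosome without So(d18:1) replicate 1 (0.0785) or replicate 3 (0.0864), and interferon response without So(d18:1) replicate 3 (0.214). Hypoxia passed without control replicate 3 (0.00669) or So(d18:1) replicate 2 (0.0355), HIF-2α targets without control replicate 2 (0.0354), ATF4 stress without control replicate 3 (0.00820), control replicate 4 (0.0201) or So(d18:1) replicate 2 (0.0355), and LXR targets without control replicate 2 (0.0256). The macrophage marker median was -0.085 without control replicate 3. Log2 fold changes that changed sign ranged from -0.081 to 0.20 for Arg1, -0.019 to 0.035 for Cpt1a, -0.22 to 0.092 for Cyp1b1, -0.00062 to 0.17 for Flt1, -0.013 to 0.33 for Kdr, -0.037 to 0.021 for Nfe2l2, -0.17 to 0.32 for Spint2 and -0.031 to 0.042 for Xdh, none past the threshold. Of 567 comparisons for named genes, 31 lost their call, in Aurkb, Gsr, Mxi1, Ndrg1, Oas3, Pgk1, Pkm, S100a9 and Slc2a3, with edgeR's adjusted p from 0.0503 to 0.114. Low counts limit Il6, Nos2, Il12b and Flt4, which could not be tested.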

Differences from the paper's values

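The paper's qPCR values come from its source data for Fig. 3E (3 cultures per group) and Fig. S3E (6 per group), which are other cultures than the sequenced ones. Ratios to the vehicle mean were put on the log2 scale, with the SD of the log2 values pooled over the groups beside each. RNA-seq values are log2 fold changes with the same kind of SD. For Arg1 the paper's log2 ratio was -1.30 (SD 0.43) against 0.010 (SD 0.25) by RNA-seq. For Depdc7 it was -0.90 (SD 0.11) against 0.26 (SD 0.15), and for Il10 -1.13 (SD 0.27) against -0.47 (SD 0.13), lower in both. For Spint, whose primers match Spint1, the paper's value was -0.64 (SD 0.23) against 2.92 (SD 0.37). For Vegf, labelled Vegfr in the source data and in Fig. 3E, it was -1.37 (SD 0.34) against -0.15 (SD 0.16) for Vegfa, lower in both. Opposite signs within the error of the qPCR were found for Hif2α, at the paper's 0.066 (SD 0.31) against -0.098 (SD 0.13) for Epas1, for Hif1α, at the paper's 0.070 (SD 0.46) against -0.060 (SD 0.11), and for Pdk1, at the paper's -0.041 (SD 0.54) against 0.12 (SD 0.093). The paper reports Hif2α, Hif1α and its downstream genes as unchanged, and no change of Epas1, Hif1a or Pdk1 passed adjustment here, so these signs are no disagreement. For Arg1, Depdc7, Il10, Spint1 and Vegfa, none of the 18 alternatives set before the data were examined closed the gap (17 for Spint1, which has no value with at least 10 counts in every library). These alternatives reprocess the same 8 libraries, so they cannot account for a difference between cultures.

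The paper's target sets come from ARCHS4 and its enrichment test was one-sided, so the p-values of the hand-written lists are on another set and a two-sided test. For HIF-2α targets the paper's p is about 0.040 in Fig. 3D, read by eye, against 0.310 here (permutation test). For HIF-1α targets it is about 0.17 in Fig. S3D, read by eye, against 0.0643. Ranking by the signed square root of F, the 1 alternative set before the data were examined, gave 0.171 and 0.0161 and closed neither gap.

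The paper states that hypoxia-related terms changed between the groups (Fig. 3C). The hypoxia list was neither enriched here (one-sided Fisher's exact test, p = 0.636) nor shifted by camera (adjusted p = 0.198), and it passed camera without control replicate 3 (adjusted p = 0.00669) and without So(d18:1) replicate 2 (adjusted p = 0.0355), where the adjusted p over all fits with one library left out reached 0.766. The paper states that the HIF-2α pathway changed. Camera's adjusted p for that list was 0.198, and it passed with at least 10 counts in every library (0.0308) and without control replicate 2 (0.0354), between 0.0308 and 0.718 over its alternatives. The limit of 10 counts removed Spint1, which rose, from the list. The paper states that the HIF-1α pathway was not changed. Here the HIF-1α list passed camera (adjusted p = 0.0144), and it did not pass under fry (0.331), an estimated correlation (0.680), fgsea (0.167) or in 4 of the 8 fits with one library left out (up to 0.135).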

Other observations

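For Spint1, the tests of one library and of the normalization were chosen only after the result was seen.

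Of the 35 divisions of the 8 libraries into 4 and 4, only the real one, 1 of 35, gave as many genes with an adjusted p under 0.05 (1298 against at most 0 in the others) and only the real one, 1 of 35, as many at the paper's unadjusted threshold (564 against at most 285 and a median of 116 in the others). With every library drawn down to the smallest total, 1198 genes had an adjusted p under 0.05, which argues against the difference in library size as the cause of the count.

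Spint1, which rose in the sequenced cultures, has 4 tested neighbours within 50 kb, whose log2 fold changes were 0.39 for Rhov (adjusted p = 0.518, edgeR), 0.29 for Zfyve19 (adjusted p = 0.00328, edgeR), 0.024 for Vps18 and -0.070 for Dnajc17. Each lay below the limit set for reads running in from a neighbour, a fixed share of the change of Spint1 itself. The adjusted p of Spint1 was at most 5.1e-07 with each library left out in turn and at most 5.8e-08 under the other scalings, which says nothing on the cause, since Spint1 was chosen for its change and the scalings move all genes nearly alike. Of its transcript, 0% is shared with another gene. This value argues against reads of a paralog as the cause. Reads running in from a neighbour stay open. Spint1 rose only from 0.613 to 4.71 CPM, and the levels of the neighbours were not compared with that rise. That So(d18:1) raises Spint1 is a hypothesis from these cultures alone, and in other cultures the paper's log2 ratio by qPCR was -0.64.

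By matching to the GRCm38 transcripts, the paper's primers for Hif2α amplify 161 bases of exon 2 of Epas1, on chromosome 17 from 86797129 to 86797289. Those for Spint amplify 143 bases of exon 2 of Spint1, on chromosome 2 from 119237826 to 119237968. Those for Arg1 give 132 bases across exons 3 and 4, those for Depdc7 102 bases across exons 5 and 6, and those for Il10 191 bases across exons 3 and 4 with the listed orientations exchanged. Of the VEGF pair, the reverse primer alone matched Vegfa, in 4 transcripts.

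Ahrr and Tiparp, chosen after their values were seen, rose with log2 fold changes of 1.56 (adjusted p = 7.9e-13, edgeR) and 0.73 (adjusted p = 1.8e-08, edgeR), and an exon of Tiparp overlaps 4931440P22Rik on the other strand. Activity of the aryl hydrocarbon receptor is a candidate explanation. The condition set for it was a median above 0 and a pass by camera over other targets of the receptor, and it was not met: the 5 that could be tested had a median of -0.0010, while camera gave p = 0.00269, an estimated correlation p = 0.0358 and fry p = 0.0017. Nqo1, which is also on the NRF2 list, rose with 1.29 and Ugt1a6a with 0.86, although 38.9% of its transcript is shared with other Ugt1a genes, while Cyp1b1 (-0.056), Nfe2l2 (-0.0078) and Xdh (-0.0010) did not change. Cyp1a1 had 0 counts in each control library and 0 to 5 in So(d18:1) libraries, too few to test. Ahr itself had a log2 fold change of -0.26 (adjusted p = 0.0614, edgeR, and between 0.0405 and 0.0746 over its alternatives). With members that split in this way, activity of the receptor and another regulator of Ahrr and Tiparp cannot be told apart.

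Neutrophil markers were lower with So(d18:1), with a median log2 fold change of -0.43 over 13 genes, 12 of them lower (exact permutation test of the mean log2 CPM, p = 0.0286, the smallest that 4 against 4 allow). The most abundant were Ngp, at 698 ± 116 CPM in control and 523 ± 40.0 CPM in So(d18:1) libraries (SD, n = 4 each), and S100a9, at 496 ± 74.4 and 359 ± 21.9 CPM (SD, n = 4 each). Of the macrophage markers, Lyz2 was at 20723 CPM in control libraries. The median was -0.43 after removal of the trend on GC content and length, which argues against that trend. Less RNA from neutrophils and their precursors would lower other genes of these cells. A second list of such genes, written after the first list was seen, had 8 tested, all 8 lower, with a median of -0.46 and 4 with an adjusted p under 0.05 (camera p = 7.8e-08, fry p = 0.00624, estimated correlation p = 0.0545). One of them, Lcn2 (-0.46), was already on the NF-kB list. Without it the other 7 had a median of -0.47, all 7 lower (camera p = 1.1e-06, fry p = 0.00509, estimated correlation p = 0.0569). This is consistent with less RNA from these cells. Mmp8, a marker of the first list, rose with 1.25 (adjusted p = 1.2e-05, edgeR), and a lower transcription of these genes within the macrophages was not tested and stays open.

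Other marker lists also had medians below 0. These were -0.67 for 8 B cell genes (all 8 lower, exact permutation p = 0.0286), -0.40 for 7 dendritic cell genes (exact permutation p = 0.0286), -0.22 for 6 stromal genes (exact permutation p = 0.629) and -0.13 for 11 macrophage genes, 10 of them lower (exact permutation p = 0.0286). The last median was -0.085 without control replicate 3, and without So(d18:1) replicate 2 the stromal median was -0.35. The B cell and stromal medians also depended on the filter on low counts. With at least 10 counts in every library the B cell median was -0.37 over 4 genes, and with no filter on low counts the stromal median was -0.069 over 8. Csf1r, a macrophage marker, is also among the HIF-2α targets. Of 8 erythroid genes, 0 had enough counts to be tested. Among the dendritic cell genes, the MHC class II genes H2-Aa (-0.85, adjusted p = 0.103), H2-Ab1 (-0.82, adjusted p = 0.131) and Cd74 (-0.80, adjusted p = 0.142), chosen after their values were seen, did not pass in edgeR's quasi-likelihood test. All 3 passed in edgeR's exact test (adjusted p = 9.5e-06 for H2-Aa, 8.4e-05 for H2-Ab1 and 1.1e-04 for Cd74), its likelihood ratio test, DESeq2's Wald test and limma-voom, and not under the other scalings or filters tried. Over the alternatives other than leaving out a library, the adjusted p lay between 8.9e-06 and 0.172 for H2-Aa, 1.9e-06 and 0.221 for H2-Ab1 and 1.1e-04 and 0.235 for Cd74. H2-Aa also passed without control replicate 3 (-0.58, adjusted p = 2.2e-04, edgeR). Whether these genes changed therefore depends on the test.

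Of the lists that did not pass camera, cholesterol synthesis (24 genes) had a median log2 fold change of -0.021 (adjusted p = 0.559), LXR targets (11 genes) -0.082 (adjusted p = 0.129), NF-kB (27 genes) 0.075 (adjusted p = 0.397), ATF4 stress (23 genes) 0.082 (adjusted p = 0.0729), NLRP3 inflammasome (13 genes) 0.084 (adjusted p = 0.198) and sphingolipid metabolism (31 genes) -9.2e-05 (adjusted p = 0.517), all by limma's camera. Adjusted over the list alone, genes under 0.05 numbered 1, 3, 8, 6, 0 and 5 in this order, and 1, 2, 4, 4, 0 and 4 over all genes tested. In the NLRP3 inflammasome list 2 genes had an unadjusted p under 0.05, Txnip (0.29) and Casp1 (0.15). With one library left out, LXR targets passed without control replicate 2 (adjusted p = 0.0256), and ATF4 stress without control replicate 3 (adjusted p = 0.00820), control replicate 4 (0.0201) or So(d18:1) replicate 2 (0.0355). Medians moved to -0.0040 for cholesterol synthesis and 0.031 for ATF4 stress without control replicate 2, to 0.011 for NF-kB and 0.029 for sphingolipid metabolism without So(d18:1) replicate 3, to -0.052 for LXR targets without So(d18:1) replicate 2 and to 0.044 for the NLRP3 inflammasome without control replicate 4. Of 809 Reactome sets over 12010 genes, 33 passed, 25 with a median above 0 and 8 below, and iron uptake and transport (36 genes) was among the latter, with a median of -0.096 (adjusted p = 0.00606 by camera, p = 0.164 with an estimated correlation).

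The paper measures several genes in other cells or under other stimuli, and their values in these libraries were as follows. Nlrp3 had a log2 fold change of -0.088 (adjusted p = 0.243), Casp1 0.15 (adjusted p = 0.146, between 0.0461 and 0.203 over its alternatives, and 0.0192 without control replicate 2), Il1b 0.11 (adjusted p = 0.450), Il18 0.086 (adjusted p = 0.582), Tnf -0.26 (adjusted p = 0.225), Ccl2 -0.33 (adjusted p = 0.199), Cpt1a 0.0039 (adjusted p = 0.973) and Adgre1 -0.017 (adjusted p = 0.861), all from edgeR. With one library left out, the log2 fold change was lowest without control replicate 4 for Il1b (0.054) and Il18 (0.030). It was highest without control replicate 2, at 0.19 for Il1b and 0.15 for Il18. Il6 had 2 to 5 counts per control library and 0 to 4 per So(d18:1) library. Nos2 had 2 to 8 and 0 to 6 counts and Il12b 0 to 3 in each group, both chosen after their values were seen. Acod1, also chosen after its values were seen, rose from 14.1 ± 1.10 to 21.4 ± 1.95 CPM (SD, n = 4 each), a log2 fold change of 0.60 (adjusted p = 7.5e-05, edgeR).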
